# Dissecting Gene Expression Changes Accompanying a Ploidy-Based Phenotypic Switch

**DOI:** 10.1534/g3.116.036160

**Published:** 2016-11-11

**Authors:** Gareth A. Cromie, Zhihao Tan, Michelle Hays, Eric W. Jeffery, Aimée M. Dudley

**Keywords:** aneuploidy, gene expression, colony morphology, RNA-seq

## Abstract

Aneuploidy, a state in which the chromosome number deviates from a multiple of the haploid count, significantly impacts human health. The phenotypic consequences of aneuploidy are believed to arise from gene expression changes associated with the altered copy number of genes on the aneuploid chromosomes. To dissect the mechanisms underlying altered gene expression in aneuploids, we used RNA-seq to measure transcript abundance in colonies of the haploid *Saccharomyces cerevisiae* strain F45 and two aneuploid derivatives harboring disomies of chromosomes XV and XVI. F45 colonies display complex “fluffy” morphologies, while the disomic colonies are smooth, resembling laboratory strains. Our two disomes displayed similar transcriptional profiles, a phenomenon not driven by their shared smooth colony morphology nor simply by their karyotype. Surprisingly, the environmental stress response (ESR) was induced in F45, relative to the two disomes. We also identified genes whose expression reflected a nonlinear interaction between the copy number of a transcriptional regulatory gene on chromosome XVI, *DIG1*, and the copy number of other chromosome XVI genes. *DIG1* and the remaining chromosome XVI genes also demonstrated distinct contributions to the effect of the chromosome XVI disome on ESR gene expression. Expression changes in aneuploids appear to reflect a mixture of effects shared between different aneuploidies and effects unique to perturbing the copy number of particular chromosomes, including nonlinear copy number interactions between genes. The balance between these two phenomena is likely to be genotype- and environment-specific.

Chromosome missegregation during meiosis or mitosis can produce cells that are aneuploid, containing a chromosome complement that is not a multiple of the haploid count. This often results in strong phenotypic effects. In humans, inheritance of a single copy of any autosome (monosomy) or three copies of most autosomes (trisomy) is an embryonic lethal event. The most common, viable, inherited aneuploidy is trisomy 21, which leads to the collection of phenotypes that comprise Down syndrome. In addition, several imbalances in sex chromosomes are viable, including Turner Syndrome (X0) and Klinefelter Syndrome (XXY).

While meiotic chromosome missegregation events lead to inherited aneuploidy, mitotic missegregation produces aneuploid subpopulations of cells and mosaicism. This phenomenon is strongly associated with cancer. Tumors show a very high frequency of aneuploidy, but the degree to which this aneuploidy is simply a result of the disordered cellular processes in cancer *vs.* actually promoting cellular transformation is unclear (Gordon *et al.* 2012).

The mechanism linking aneuploidy to phenotype is believed to operate primarily through changes in gene expression. By altering the copy number of a subset of genes, relative to the rest of the genome, aneuploidy causes a change in the relative expression level of those genes. In the case of Down syndrome, for example, the relative expression of genes on chromosome 21 has been shown to be increased (Mao *et al.* 2003), mirroring the increased copy number of those genes. This increase in gene expression can produce phenotypic effects in several ways. One mechanism is via direct downstream effects of the overexpressed genes. For example, individuals with Down syndrome show increased risk for early onset dementia, most likely because the gene encoding the amyloid precursor protein is present on chromosome 21 and therefore has elevated expression in trisomic individuals (Salehi *et al.* 2006). In addition, work in model organisms has shown that increasing the expression level of regulatory genes, such as transcription factors, can lead to a cascade of downstream effects across the rest of the genome, also producing phenotypic effects (Rancati *et al.* 2008). However, for most of the phenotypes associated with Down syndrome, or other aneuploidies, neither the identity of the relevant overexpressed genes, nor the mechanism by which their overexpression produces the phenotype, are understood.

Dissecting the mechanisms through which aneuploidy exerts phenotypic effects in humans is limited by technical and ethical constraints. However, work in model organisms, particularly yeast, has provided several insights into these questions. These studies have revealed that many of the phenotypes associated with the transition from euploidy to aneuploidy are specific to particular aneuploid states (Pavelka *et al.* 2010). However, it also appears that some phenotypic effects are common to multiple aneuploid states. In general, aneuploid cells appear to suffer proliferation and growth defects, although the intensity of these effects varies across specific aneuploid states and genotypes (Torres *et al.* 2007; Pavelka *et al.* 2010; Sheltzer *et al.* 2012; Hose *et al.* 2015). Similarly, many aneuploid cells appear to suffer from protein transport defects (Dodgson *et al.* 2016) and proteotoxic stress, with the latter perhaps caused by imbalances in protein stoichiometry in multi-subunit complexes (Sheltzer and Amon 2011; Oromendia *et al.* 2012).

In any given environment, the fitness of an aneuploid appears to reflect a combination of these general negative impacts of aneuploidy along with any phenotypes associated with the particular pattern of chromosome (and hence gene) copy number change. With sufficiently strong selective pressure, the benefits of the specific effects can sometimes outweigh the general costs of aneuploidy, giving aneuploids a selective advantage (Pavelka *et al.* 2010; Sheltzer and Amon 2011). If selection is then removed, a return to euploidy will be favored, while if selection is maintained, the cells appear to respond either by finding an alternative, nonaneuploid solution to the selective pressure (Yona *et al.* 2012), or by maintaining aneuploidy but ameliorating the associated negative effects (Torres *et al.* 2010).

In a previous study, we identified a budding yeast system in which transition between euploid and aneuploid states is associated with a strong phenotypic response: a dramatic change in colony morphology (Tan *et al.* 2013). Our original, euploid strain produces colonies with a complex “fluffy” morphology, while certain disomic derivatives of this strain display the “smooth” colony morphology characteristic of most laboratory strains. We were able to demonstrate that, while disomy of several different chromosomes induced this phenotypic switch, disomy of several others did not. This argues that the phenotypic switch is not the result of some general effect of the aneuploid state, but rather a response to changes in the expression of dosage-sensitive genes that affect colony morphology. In support of this gene-dosage model, we found that the effect on colony morphology caused by gaining an extra copy of chromosome XVI could be replicated by increasing the copy number of a single gene on that chromosome, *DIG1*, a transcriptional regulator of colony morphology, in an otherwise haploid (euploid) genome. However, because deleting one copy of *DIG1* in a chromosome XVI disome only partially restored the fluffy phenotype of F45, we hypothesized that other dosage-sensitive genes on that chromosome also affect colony morphology (Tan *et al.* 2013).

Here, we use RNA-seq to characterize and dissect the specific factors underlying the transcriptional effects of gaining an extra copy of two different chromosomes (XV and XVI) in the F45 genetic background. Each of these disomies causes F45 to adopt a smooth colony morphology. We expected that some of the factors driving differences in gene expression between the euploid and disomic colonies would be shared between the two disomes. These include nonspecific stress responses to aneuploidy and shared environmental effects operating in the smooth (disomic) *vs.* fluffy (euploid) colonies. We expected that other factors would be specific to each disome, including direct copy number effects affecting genes on the disomic chromosomes themselves and downstream effects of altering the copy number of regulatory genes on the disomic chromosomes. We also specifically investigated how copy number changes affecting a transcriptional regulatory gene (*DIG1*) interact with the copy number of other genes on the same chromosome.

## Materials and Methods

### Yeast strains and media

Unless noted, standard media and methods were used for growth and genetic manipulation of yeast (Rose 1990). The strains used in this study are listed in Table 1.

**Table 1:** Yeast strains used in this study

Strain Name	Progenitor	Genotype	Karyotype	Source
YPG725 (F45)		*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy	Euploid haploid	Tan *et al.* (2013)
YO1853	F45	*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy, [pRS41K]	Euploid haploid, plasmid pRS41K	Taxis and Knop (2006) plasmid only
YO1773	F45	*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy, [DIG1-pFA6a-KanMX4]	Euploid haploid, plasmid pAB340	Tan *et al.* (2013)
YO902	F45	*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy	Disomy XV	Tan *et al.* (2013)
YO785	F45	*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy	Disomy XVI	Tan *et al.* (2013)
YO1000	F45	*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy, *dig1Δ*::*kanMX4/DIG1*	Disomy XVI	Tan *et al.* (2013)
YO2085	F45	*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy, *flo11Δ0*::*kanMX4*	Euploid haploid	This study
YO2086	F45	*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy, *flo11Δ0*::*kanMX4*	Euploid haploid	This study
YO2088	F45	*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy, *cis3*Δ*0*::*kanMX4*	Euploid haploid	This study
YO2089	F45	*MAT***a** *ho*∆*0*::*hphMX6*, *SPS2:EGFP:natMX4*, unmapped serine auxotrophy, *cis3*Δ*0*::*kanMX4*	Euploid haploid	This study

### RNA preparation and sequencing

After 4 d of growth on YPD (2% glucose) plates at 30°, whole colonies were harvested by scraping the surface of the agar plate. To obtain sufficient amounts of RNA, 3–5 colonies were pooled for each sample. Samples were collected and processed in the following batches, each containing euploid, wild-type F45 as a control. The first batch consisted of four replicates of: YPG725 (F45), YO902 (disome XV), YO785 (disome XVI), YO1000 (disome XVI, hemizygous *dig1*Δ), YO1853 (control plasmid), and YO1773 (*DIG1* plasmid) (Tan *et al.* 2013). The second batch consisted of three replicates of YPG725 (F45), and two replicates of YO2085 (*flo11*Δ), YO2086 (*flo11*Δ), YO2088 (*cis3*Δ), and YO2089 (*cis3*Δ). Total RNA was prepared as described previously (Swanson *et al.* 1991).

Following extraction, total RNA from the pooled colonies was quantified by Bioanalyzer (Agilent). Total RNA for each sample (5 µg) was then processed using the Tru-Seq stranded mRNA kit (Illumina) following the manufacturer’s instructions. Individual sample libraries were pooled for sequencing. The first batch was analyzed by paired-end, 51 nucleotide read sequencing in one lane of an Illumina HiSeq2000. The second batch was analyzed by paired-end, 75 nucleotide read sequencing on an Illumina NextSeq 500.

### Extending the reference genome and annotation

Before read-pair alignment, the S288c GFF (General Feature Format) file was extended to cover additional classes of noncoding RNA, specifically CUTs and SUTs (Xu *et al.* 2009), MUTs (Lardenois *et al.* 2011), and XUTs (van Dijk *et al.* 2011), using data downloaded from the *Saccharomyces* Genome Database (SGD) on 4/28/2014. Additionally, the reference genome fasta and GFF files were extended to include genes present in F45, but absent in S288c. Note that the chromosomes encoding these genes are unknown. We carried out whole-genome sequencing of F45 using a MiSeq (Illumina) with a fragment size range of ∼600–800 bp and paired-end 250 bp reads. Reads were trimmed for adaptor sequences using cutadapt (v. 1.7.1) (Marcel 2011) and aligned to the S288c reference using the BWA (v. 0.7.5a) (Li and Durbin 2009) mem command. Read-pairs where neither read aligned to the reference genome then underwent *de novo* assembly using IDBA (v. 1.1.1) (Peng 2010) with the parameters–mink 23–maxk 35–step 2–seed_kmer 23. Nucleotide BLAST was used to identify potential ORFs in the novel contigs, and these ORFs were appended to both the reference sequence and the annotation file (Supplemental Material, File S1 and File S2). The aligned reads are available from the European Nucleotide Archive (ENA) under study PRJEB15176.

### Read-pair alignment

Read-pair alignments for RNA-seq data were carried out against the S288c reference (R64-1-1), extended as described above, using Bowtie2 (version 2.1.0) (Langmead and Salzberg 2012) with the parameters [-N 1 -I 50 -X 450 -p 6–reorder -x -S] and allowing one mismatch per read. For each strain, read alignments were converted to gene counts using featureCounts (version 1.4.0) in the Subread package (Liao *et al.* 2014), with the parameters [-a -o -t gene –g ID –s 2 -T 1 -p -P -d 50 -D 450]. Reads were not filtered based on mapping quality, and we are thus cautious in our interpretation of counts of genes that have paralogs with similar sequences, or which contain large low complexity regions. Read sequences and gene count tables are available from the Gene Expression Omnibus (GEO) under accession GSE85843.

### Differential expression analysis

Analysis of differential gene expression was carried out using edgeR [v. 3.6.8] (Robinson *et al.* 2010) based on the tables of raw counts produced by featureCounts (*Materials and Methods*). Separate data normalization and analyses were conducted for the first and second sample batches, each of which included a wild-type control (F45 or F45 with empty vector). Library sizes were normalized using calcNormFactors, with only nuclear-encoded ORFs (genes with systematic names beginning with “Y”) used to estimate the normalization factor and excluding chromosomes XV and XVI for the first batch of samples, which included the disomic strains. This normalization factor was then applied to all genes and dispersion parameters were estimated using the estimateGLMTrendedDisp and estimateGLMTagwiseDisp commands. To identify genes differentially expressed between strains, we conducted pairwise testing using the glmFit and glmLRT commands, with a p-value cutoff of 0.01 (after Benjamini–Hochberg multiple hypothesis correction, *i.e.*, false discovery rate). Because principal coordinate analysis using moderated (plus two counts per gene) counts per gene per million reads demonstrated strong clustering on the first principal component (PC) of strains YO285 and YO286 (*flo11*Δ) *vs.* F45, and strains YO2088 and YO2089 (*cis3*Δ) *vs.* F45, RNA-seq data from each of these pairs were combined for further analysis. When plotting log_2_ fold changes on scatterplots, calculating regression parameters, correlation coefficients, Wilcoxon rank sum tests, medians, and SD, only nuclear-encoded ORFs, present in the reference genome with median basal expression of at least one read per million reads in F45 (first batch), were included. In addition, for each genotype, the variance of the log_2_ moderated (plus two counts per gene) counts per gene per million reads was calculated for each gene, and genes with variances ≥ 3 were removed from any analysis using data from that genotype.

### Differential expression from disomic chromosomes

For chromosomes I–XIV, genes differentially expressed at the p < 0.01 level with a minimum expression change of twofold between the two disomes, or between the disomes and F45, were identified as above. To identify differential expression of genes on chromosomes XV and XVI, independent of the direct effect of copy number, normalization was repeated for each disome using twice the value calculated by calcNormFactors applied to chromosomes I–XIV. These normalized values were used for comparisons involving the disomic chromosomes. The genes identified in this way as differentially expressed from chromosomes XV and XVI were added to the list from chromosomes I–XIV.

### Functional enrichment of gene lists

We looked for functional enrichment of *Saccharomyces cerevisiae* gene lists using g:Profiler (http://biit.cs.ut.ee/gprofiler/). Holm–Bonferroni corrected Enrichment p–values < 0.05 were accepted, with moderate hierarchical filtering.

### Principal component analysis (PCA)

PCA was carried out using the princomp command in R (version 3.1.1, (R Core Team 2014). Loadings for the hemizygous *DIG1/dig1*Δ strain, chromosome XVI disome, *DIG1*-overexpressing strain, and the empty plasmid control were calculated using only nuclear encoded-ORFs with median basal expression of at least one read per million reads in F45 (first batch). These loadings were then applied to the whole dataset. Significant nonzero values on the second *DIG1* PC were identified using the generalized linear model functionality of edgeR (Robinson *et al.* 2010). Normalization for library size (calcNormFactors) was carried out using only nuclear-encoded ORFs (genes with systematic names beginning with “Y”) and excluding chromosome XVI. This normalization was then applied to all genes. Dispersion parameters were estimated using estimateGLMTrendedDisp and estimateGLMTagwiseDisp commands. Significant nonzero values on the second *DIG1* PC were identified using the glmLRT command with a p-value cutoff of 0.01 (after Benjamini–Hochberg multiple hypothesis correction). Treating the intercept as zero, from the regression line corresponding to the first PC we expect that 1 × (hemizygous *DIG1/dig1*Δ strain − chromosome XVI disome expression) + 0.54 × (*DIG1*-overexpressing − empty plasmid control expression) will equal zero when a zero value occurs on the second PC. Therefore, significant nonzero values in the second PC were identified using glmLRT with the hemizygous *DIG1/dig1*Δ strain, the chromosome XVI disome, the *DIG1*-overexpressing strain, and the empty plasmid control strain given the weights 1, −1, 0.54, and −0.54 to reflect the regression relationship.

### Data availability

The datasets generated during and/or analyzed in the current study are available in the GEO repository under GSE85843 and ENA repository under PRJEB15176.

## Results

We previously isolated several disomic derivatives of the strain F45, including one harboring an extra copy of chromosome XV and another harboring an extra copy of chromosome XVI (Tan *et al.* 2013). Because these disomies arose by mitotic missegregation, the two copies of the disomic chromosomes are homozygous. Euploid F45 produces colonies with a strong “fluffy” phenotype, characterized by an intricate pattern of ruffles and channels. In contrast, the chromosome XV and XVI disomes both produce smooth, unstructured colonies similar to commonly used laboratory strains (Figure 1A). To characterize gene expression differences between these strains, we performed RNA-seq analysis on RNA isolated from fully developed colonies grown on solid medium (YPD, 2% glucose) for 4 d. 

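Euploid F45 and its chromosome XV and XVI disomes were each sequenced as 4 replicate libraries, and every replicate was a pool of 3–5 colonies grown for 4 d at 30°. For each library, the authors deposited the unnormalized counts of read pairs they had assigned, by strand, to 12131 annotated features. These comprised 6575 nuclear ORFs, noncoding transcripts, spike-in controls, and 24 nonreference genes. Total counts per library had a median of 12579556 in F45 (range 8899951–17224177), 10423307 in the chromosome XV disome (range 8426451–21975832), and 14778867 in the chromosome XVI disome (range 8029723–23575279). Log2 fold changes came from a single edgeR model fitted to the 24 libraries of the first batch, over the 8097 features (5923 ORFs) that passed edgeR's filter on low counts. Scaling factors were computed by the TMM method from nuclear ORFs outside chromosomes XV and XVI, with library sizes taken over the same ORFs. Counts from a doubled chromosome were divided by its 2 copies, except where a value is said to be without copy number adjustment. Differences were tested with edgeR's two-sided quasi-likelihood test, and p-values were adjusted over all tested features by the Benjamini–Hochberg method, with a threshold of 0.01. Medians and correlations across genes used nuclear ORFs with a median of at least 1 CPM in F45 and a variance of log2 counts below 3 within each genotype compared. Expression levels are normalized CPM.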

Because F45 shows significant sequence divergence from the *S. cerevisiae* reference genome, we also performed whole-genome sequence analysis and *de novo* assembly of the F45 strain background. This analysis predicted several genes not present in the S288c genome, and these nonreference genes were added to our expression analysis pipeline (*Materials and Methods*).

**Figure 1:**
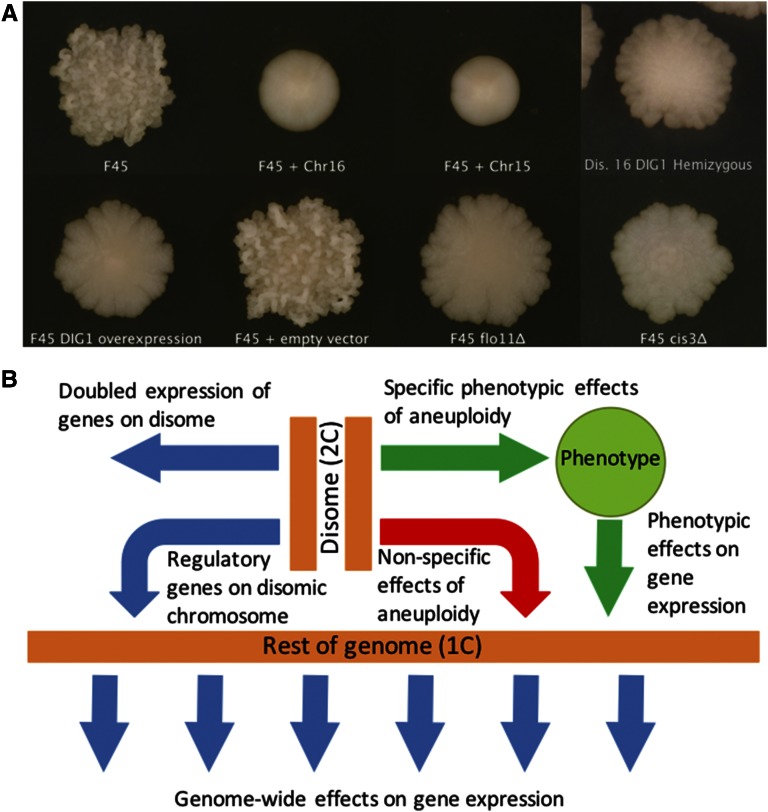
(A) Strain colony morphologies. All images were taken with a Canon PowerShot SX101S. (B) Model showing different mechanisms by which aneuploidy can affect gene expression. Chr, chromosome.

In principle, the transcriptional profile of any given disome could be composed of several distinct factors, with some unique to each karyotype and others shared by multiple aneuploid states (Figure 1B). First, there are *cis* effects on the expression of genes on the disomic chromosomes themselves, which should be increased ∼twofold compared to an isogenic euploid strain. Second, there are *trans* effects caused by the differential expression of regulatory genes on the disomic chromosomes, which could produce a large number of downstream effects on transcription across the whole genome. Both of these effects would be expected to be largely disome-specific. Third, either of the first two mechanisms could produce phenotypic effects that, in turn, could feed-back on the expression of additional genes. In such a case, different disomes that place cells in the same phenotypic state might be expected to share an associated transcriptional response. Fourth, general transcriptional responses to the aneuploid state, which are not specific to changing the copy number of specific chromosomes, have been described (Torres *et al.* 2007) (Hose *et al.* 2015). Responses of this type should be shared by many, if not all, disomes.

### Gene expression from disomic chromosomes is elevated twofold

Consistent with other studies (Hughes *et al.* 2000; Torres *et al.* 2007, 2016; Rancati *et al.* 2008; Dephoure *et al.* 2014), the average expression of genes on the disomic chromosomes was increased relative to the F45 euploid (median 1.79-fold for disome XV and median 1.86-fold for disome XVI) (Figure 2). 

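Without copy number adjustment, the 531 genes of chromosome XV had a median expression 1.89-fold that of F45 in the chromosome XV disome. Each disome library, set on its own against the mean of F45, gave a median of 1.89 ± 0.0146 (SD, n = 4 libraries), with a range of 1.87–1.91. The 456 genes of chromosome XVI had a median 1.97-fold that of F45 in the chromosome XVI disome, and its single libraries gave 1.98 ± 0.016 (SD, n = 4). The choice that moved these medians most was the library size: with the same TMM factors applied to the total counts of each library, in which the doubled chromosome is included, the medians were 1.79 and 1.86.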

To control for shared effects on expression, such as those that might be caused by the smooth colony morphology of the disomes or shared effects of the aneuploid state, we then compared gene expression on chromosomes XV and XVI between the two disomes themselves. 

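Without copy number adjustment and with the chromosome XVI disome as the reference, the 531 genes of chromosome XV had a median expression 1.98-fold higher in the chromosome XV disome. Single libraries of that disome gave 1.955 ± 0.0314 (SD, n = 4). In the reverse comparison, the 456 genes of chromosome XVI were 1.95-fold higher in the chromosome XVI disome, with 1.954 ± 0.0141 (SD, n = 4) in its single libraries. Centring every library on its median gene of chromosomes I–XIV moved these medians to 2.025 and 1.905.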

Genes on chromosome XV had a median expression level 1.98-fold higher in the strain disomic for chromosome XV, and genes on chromosome XVI had a median expression level 1.96-fold higher in the chromosome XVI disome. 

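The spread of the log2 ratios across genes was compared between the controls. On chromosome XV, the SD across the 531 genes was 0.651 with F45 as the reference and 0.555 with the other disome as the reference. The 456 genes of chromosome XVI had SDs of 0.592 and 0.521. Taken 1 disome library at a time, the chromosome XV values were 0.671 ± 0.0898 (SD, n = 4, range 0.5937–0.7741) against F45 and 0.580 ± 0.0122 (range 0.5646–0.5934) against the chromosome XVI disome, so the lowest of the first set lay just above the highest of the second. For chromosome XVI, the single libraries gave 0.604 ± 0.0509 (range 0.5415–0.6509) against F45 and 0.537 ± 0.0184 (range 0.5237–0.5639) against the chromosome XV disome, and these ranges overlapped. With the minimum in F45 raised to 10 CPM, the SDs were 0.631 and 0.580 against F45 and 0.499 and 0.469 between the disomes.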

The SD of the F45:disome log_2_ ratios (0.65 for chromosome XV and 0.59 for chromosome XVI) was decreased (0.55 and 0.52, respectively) in the disome:disome comparisons. Therefore, as expected, the effect of doubling chromosome copy number, when isolated from other factors, is to double gene expression levels from the affected chromosome. However, the difference between the SD of the disome:F45 comparisons and the disome:disome comparisons suggests that factors shared between the two disomes do contribute significantly to the differential expression of genes on chromosomes XV and XVI, relative to F45, independent of the copy number of those genes.

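Over all libraries of both batches, including a chromosome XVI disome with 1 copy of *DIG1*, 12 medians belonged to a doubled chromosome and lay between 1.87- and 2.005-fold of F45. The other 548 medians, 1 for each remaining chromosome of each library, lay between 0.899- and 1.06-fold. From the comparisons of each disome with F45 and of the disomes with each other, the paper concludes that doubling the copy number of a chromosome, apart from other effects, doubles the expression of its genes.

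**Figure D1:**
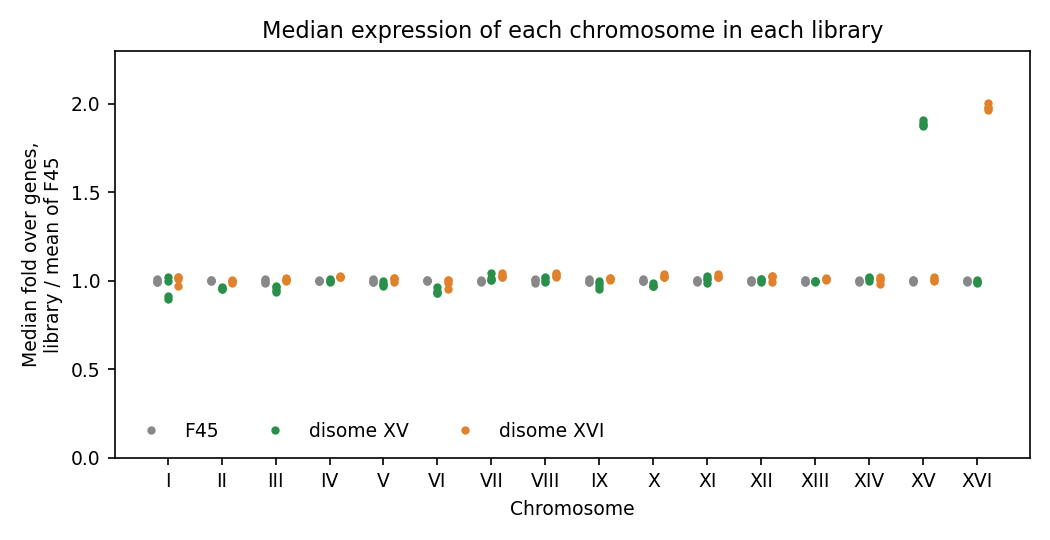
Median fold expression of the genes on each chromosome (vertical axis), relative to the mean of the F45 libraries and without copy number adjustment, for every chromosome (horizontal axis) in each library of F45 and the 2 disomes. Each point is 1 library; only chromosome XV in the chromosome XV disome and chromosome XVI in the chromosome XVI disome lie above 1.06.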

**Figure 2:**
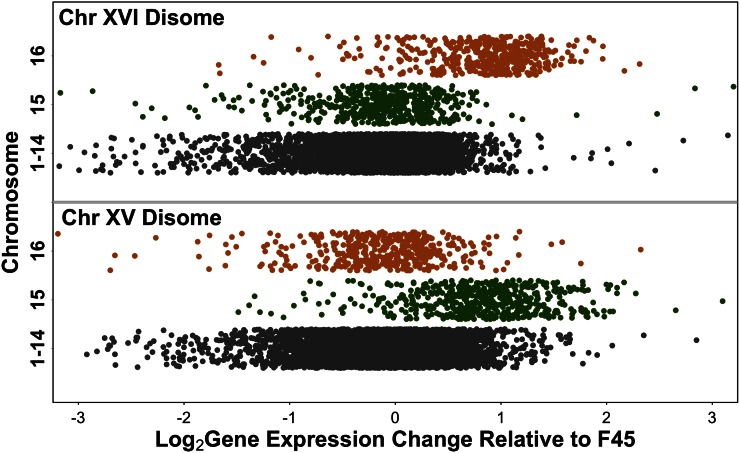
Gene expression from the disomic chromosomes is ∼twofold higher than from the rest of the genome. Chromosome XV expression is shown in green, chromosome XVI expression in orange, and expression from the other chromosomes in gray.

### Role of copy number changes of the DIG1 transcriptional repressor gene in the disome XVI transcriptional profile

*DIG1*, which encodes a transcriptional repressor of the “filamentous growth” MAPK pathway (Cook *et al.* 1996; Granek and Magwene 2010; Tan *et al.* 2013), is known to regulate complex colony morphology (Granek and Magwene 2010; Tan *et al.* 2013) and is located on chromosome XVI. We previously demonstrated that overexpression of *DIG1*, in an F45 euploid background, largely recapitulates the phenotypic effect of the full chromosome XVI disome, *i.e.*, produces smooth colonies (Tan *et al.* 2013). Similarly, deletion of a single copy of *DIG1* in a chromosome XVI disome partially restores the fluffy phenotype of F45, producing colonies with fluffy perimeters, but smooth centers (Tan *et al.* 2013) (Figure 1A).

One of the mechanisms that we expected to drive disome-specific gene expression changes was through copy number changes of regulatory genes found on the disomic chromosome (Figure 1B). To investigate the contribution of changes in the copy number of a chromosome XVI regulatory gene to the differential transcription profile of the full chromosome XVI disome, we used RNA-seq to analyze the expression profile of colonies grown on solid agar in a chromosome XVI disome that was hemizygous for *DIG1* (*DIG1/dig1*Δ). 

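The hemizygous *DIG1/dig1*Δ strain carries 2 copies of chromosome XVI and 1 copy of *DIG1*. Its 4 libraries belonged to the first batch and had a median of 9525181 total counts (range 6503076–14050660), the lowest of the 6 groups in that batch. They entered the same model as the disome libraries, with the same adjustment for 2 copies of chromosome XVI. The effect of removing 1 copy of *DIG1* was measured against the chromosome XVI disome, and the remaining effect of the disomy against F45.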

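*DIG1* (*YPL049C*) lies on the minus strand of chromosome XVI from 462481 to 463839. Without copy number adjustment, its expression was 68.4 ± 4.09 normalized CPM (SD, n = 4) in F45, 136.8 ± 11.3 in the chromosome XVI disome, and 60.2 ± 4.69 in the hemizygous *DIG1/dig1*Δ strain. The disome had a log2 fold change of 1.00 relative to F45 (SE 0.0629, adjusted p = 7.35e-14), or 2.00-fold. In the hemizygous strain, expression was 2.27-fold lower than in the disome (SE 0.0642 on the log2 scale, adjusted p = 4.79e-13). In both comparisons every library of 1 group lay above every library of the other (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 libraries allow). With each library of the batch left out in turn, the fold difference between the disome and F45 stayed between 1.94 and 2.06, and TMM factors applied to total counts gave 1.89.

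**Figure D2:**
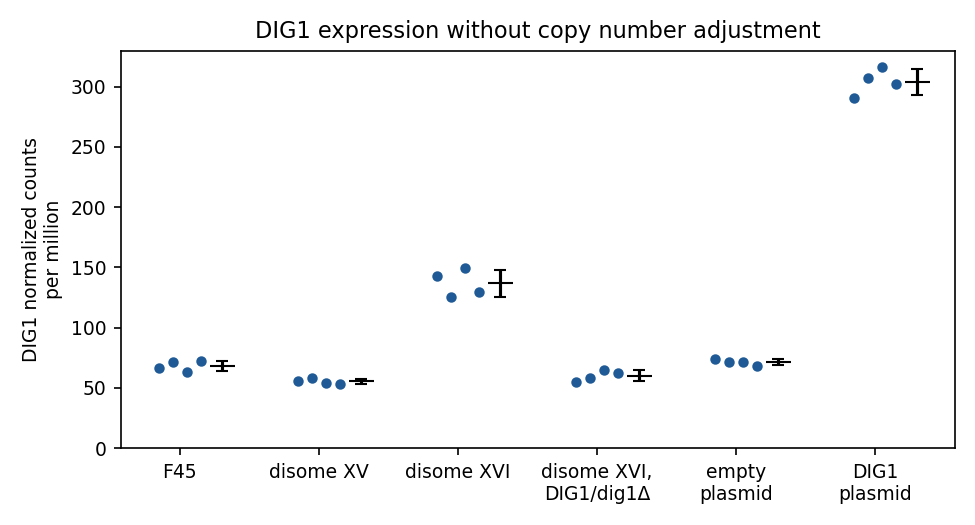
Normalized CPM of *DIG1* (vertical axis), without copy number adjustment, in the 6 strains of the first batch (horizontal axis), among them a strain with *DIG1* on a plasmid and its empty plasmid control. Points are libraries and bars give the mean ± SD of 4 libraries; the chromosome XVI disome sits near 136.8, F45 near 68.4, and the strain with the *DIG1* plasmid near 304.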

As expected, expression of *DIG1* itself was increased ∼twofold (1.90-fold) in the disome, relative to F45, and then reduced ∼twofold (2.28-fold) in the hemizygous deletion (Figure 3B). Relative to euploid F45, the differential expression profile of the hemizygous *DIG1* chromosome XVI disome was extremely similar to that of the chromosome XVI disome, which harbored both copies of *DIG1* (*R* = 0.92, Pearson test, 2-tailed, *t* = 174.3026, df = 5777, p-value < 1e−15) (Figure 3A). Therefore, despite the pronounced effect of *DIG1* copy number on the colony morphology, the transcriptional differences between F45 and the chromosome XVI disome are largely independent of the effect of the copy number of *DIG1*.

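Across 5835 genes, the log2 fold changes of the hemizygous strain and of the full disome, both relative to F45, had a Pearson correlation of 0.899. Genes are not independent replicates, so no p-value is given for this correlation. Profiles built from 1 library of each strain gave 0.859 ± 0.0241 (SD, n = 4). Both profiles contain the F45 libraries, which by itself raises the correlation. When each profile was given 2 of the 4 F45 libraries, in the 6 possible ways, the correlation averaged 0.876 (range 0.866–0.892).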

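Between the hemizygous strain and the full disome, 1510 of the 5923 ORFs differed at an adjusted p under 0.01 in edgeR's quasi-likelihood test, 711 higher and 799 lower in the hemizygous strain. Only 19 of these differed by more than 2-fold, 6 higher and 13 lower, and *DIG1* itself is 1 of the 13. Counts from the likelihood ratio test and from DESeq2 were 20 and 15. Between the full disome and F45, 3063 ORFs differed and 400 did so by more than 2-fold. The mean absolute log2 fold change was 0.21 for the loss of 1 copy of *DIG1* and 0.39 for the disome relative to F45. From the similarity of the profiles, the paper concludes that most transcriptional differences between F45 and the chromosome XVI disome do not depend on the copy number of *DIG1*.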

**Figure 3:**
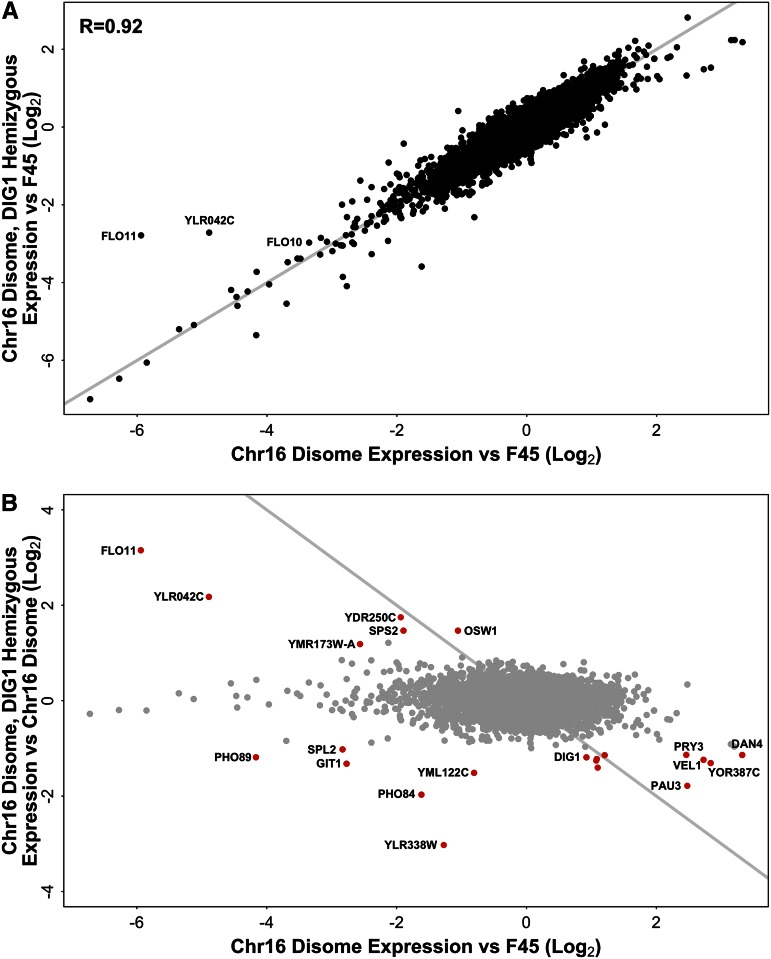
(A) Differential gene expression in the chromosome XVI disome and the hemizygous *DIG1*/*dig1*Δ derivative of the chromosome XVI disome, both relative to F45. Genes on disomic chromosome XVI had expression ratios adjusted downward twofold. *x* = *y* line shown in gray. (B) Differential gene expression in the chromosome XVI disome, relative to F45 and the hemizygous *DIG1* deletion, relative to the full chromosome XVI disome. Genes on disomic chromosome XVI had expression ratios adjusted downward twofold in the disome *vs.* F45 dataset. Red points are genes whose expression changed significantly, and >twofold (up or down), between the chromosome XVI disome and the disome with the hemizygous *DIG1* deletion. Gray line indicates F45 expression level. Chr, chromosome.

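In the full chromosome XVI disome, 13 ORFs were induced more than 4-fold relative to F45 at an adjusted p under 0.01. The estimate for the hemizygous strain was below that for the full disome in 11 of them and above it in 2. At an adjusted p under 0.01, 8 of the 13 were lower, 4 of these by more than 2-fold, and 0 were higher. Of the 65 ORFs induced more than 2-fold in the disome, 54 had lower estimates and 11 higher estimates in the hemizygous strain. The difference passed the threshold in 25 and 3 of these, respectively. The ORFs were chosen with the same disome libraries, which by itself favors lower estimates in the hemizygous strain. The number expected from that choice alone was not computed.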

Closer examination of the data, however, indicated that, among the genes most strongly induced in the full chromosome XVI disome, relative to F45, most did show a reduction in expression in the *DIG1* hemizygous strain (Figure 3, A and B). The genes in this group (*ZPS1*, *YOR387C*, *VEL1*, *DAN1*, *DAN4*, *PAU3*, *PRY3*, *YFL051C*, and *YNL150W*) mostly encode cell surface proteins, with expression of the first three responding strongly to zinc levels (Lyons *et al.* 2000). However, consistent with the incomplete restoration of the fluffy phenotype in the hemizygous strain, gene expression levels were generally not fully restored to the F45 euploid level (Figure 3B, bottom right).

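*DAN4* (*YJR151C*, chromosome X 712255–715740) had the largest increase of the group, from 5.75 ± 0.472 normalized CPM (SD, n = 4) in F45 to 61.15 ± 10.5 in the full disome and 27.9 ± 3.71 in the hemizygous strain. Its log2 fold change was 3.41 in the disome relative to F45 (SE 0.216, adjusted p = 2.58e-13) and −1.16 in the hemizygous strain relative to the disome (SE 0.175, adjusted p = 1.55e-05). *PRY3* went from 32.65 ± 1.79 to 190.5 ± 21.3 and 86.85 ± 6.14, with log2 fold changes of 2.54 (SE 0.1, adjusted p = 6.22e-18) and −1.13 (SE 0.0929, adjusted p = 1.45e-09). *YOR387C* and its paralog *VEL1* rose by 2.92 and 2.82 on the log2 scale in the disome (SEs 0.255 and 0.307). In the hemizygous strain they had log2 fold changes of −1.30 (SE 0.229, adjusted p = 9.27e-05) and −1.23 (SE 0.258, adjusted p = 0.000583). *ZPS1* and *DAN1* showed smaller increases, 1.28 (SE 0.221) and 1.15 (SE 0.247), followed by decreases of −1.14 (SE 0.22, adjusted p = 0.000252) and −1.20 (SE 0.253, adjusted p = 0.000607). *PAU3* was close to the detection limit, with 0.194, 0.913 and 0.287 CPM in F45, the disome, and the hemizygous strain. Its log2 fold change of −1.80 in the hemizygous strain (SE 0.533) had an adjusted p of 0.011, and its libraries overlapped between the 2 strains (two-sided exact permutation test, p = 0.0571). *YFL051C* and *YNL150W* did not pass the filter on low counts and were not tested. *PAU3*, *DAN1* and *DAN4* belong to families of similar sequences, and the authors' counting did not remove ambiguously mapped reads.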

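Relative to F45, 4 of these genes remained higher in the hemizygous strain: *DAN4* had a log2 fold change of 2.25 (SE 0.239, adjusted p = 6.82e-09), *YOR387C* 1.62 (SE 0.265, adjusted p = 7.59e-06), *VEL1* 1.59 (SE 0.363, adjusted p = 0.000449), and *PRY3* 1.41 (SE 0.102, adjusted p = 5.38e-12). *ZPS1* and *DAN1* could not be distinguished from F45. *ZPS1* had 408.9 ± 88.1 CPM (SD, n = 4) against 370.0 ± 81.2 in F45, a log2 fold change of 0.14 (SE 0.219, adjusted p = 0.59). *DAN1* had 26.9 ± 6.48 against 27.9 ± 6.34, a log2 fold change of −0.06 (SE 0.272, adjusted p = 0.868).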

In contrast to the effect of *DIG1* hemizygosity on genes induced in the chromosome XVI disome, its effect on expression of genes strongly repressed in the disome was more complex. Most genes strongly repressed in the chromosome XVI disome, relative to F45, showed a similarly low level of expression in the hemizygous strain (Figure 3, A and B). However, a small number of repressed genes were significantly (p < 0.01, after multiple hypothesis correction) and substantially (>twofold) more highly expressed in the hemizygous strain. This set of genes (Figure 3B) included *FLO11*, which encodes a flocculin that plays a critical role in complex colony morphology (Lo and Dranginis 1998; Granek and Magwene 2010; Voordeckers *et al.* 2012), the *SPS2* and *OSW1* genes, which are required for the construction of spore walls (Coluccio *et al.* 2004), *YLR042C*, which encodes an uncharacterized cell wall protein, and two dubious ORFs (*YDR250C* and *YMR173W-A*). 

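Of the 71 ORFs repressed more than 4-fold in the full disome relative to F45, 41 had higher and 30 lower estimates in the hemizygous strain than in the disome. At an adjusted p under 0.01, 10 of them were higher and 4 lower, and the difference exceeded 2-fold for 3 ORFs in each direction. Of the 335 ORFs repressed more than 2-fold, 42 were higher and 16 lower at the same threshold. In each direction, 5 differed by more than 2-fold. Choosing these ORFs with the same disome libraries by itself favors higher estimates in the hemizygous strain.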

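*FLO11* (*YIR019C*, chromosome IX 389572–393675, minus strand) had 16440 ± 790 normalized CPM (SD, n = 4) in F45, 283.1 ± 174 in the full disome, and 2524 ± 586 in the hemizygous strain. The log2 fold change was −5.85 in the disome relative to F45 (SE 0.268, adjusted p = 1.53e-16) and 3.15 in the hemizygous strain relative to the disome (SE 0.236, adjusted p = 2.99e-10). A single disome library held 541 CPM and the other 3 held 177–236, which accounts for the large SD. *YLR042C* (chromosome XII 229966–230451) fell from 176.5 ± 23.1 to 5.995 ± 3.8 in the disome and stood at 28.5 ± 7.03 in the hemizygous strain, a log2 fold change of 2.07 relative to the disome (SE 0.216, adjusted p = 1.26e-07). The dubious ORF *YMR173W-A* had a log2 fold change of 1.19 (SE 0.192, adjusted p = 3.35e-05). *SPS2*, *OSW1* and *YDR250C* had at most 2.66 CPM on average in each of the 3 strains, and *SPS2* carries a fluorescent protein tag in all strains of the study. A single hemizygous library held 1.56 CPM of *SPS2* and the other 3 held 0.889–0.927. Their log2 fold changes relative to the disome were 1.48 (SE 0.308, adjusted p = 0.00135), 1.47 (SE 0.295, adjusted p = 0.00037), and 1.75 (SE 0.353, adjusted p = 0.000393).

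**Figure D3:**
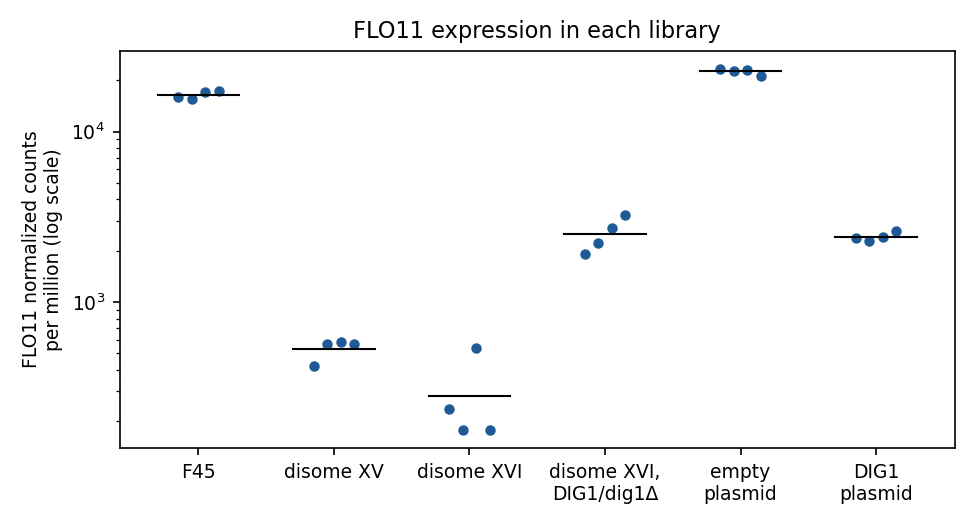
Normalized CPM of *FLO11* (vertical axis, log scale) in the 6 strains of the first batch (horizontal axis). Points are libraries and lines mark the mean of 4 libraries; the hemizygous *DIG1/dig1*Δ disome (mean 2524) lies between F45 (mean 16440) and the full chromosome XVI disome (mean 283.1).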

Complex colony formation is known to be dependent on cell wall genes such as the flocculins (Guo *et al.* 2000; Voordeckers *et al.* 2012), and it seems likely that among the cell wall genes identified in this group are genes important for the partial restoration of the fluffy phenotype seen in the hemizygous *DIG1* deletion. As with the set of genes that showed reduction in the *DIG 1* hemizygous strain, expression of these genes was changed relative to the full disome, but not fully restored to their F45 euploid levels (Figure 3B). 

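Relative to F45, *FLO11* remained lower in the hemizygous strain, with a log2 fold change of −2.70 (SE 0.231, adjusted p = 1.24e-10), as did *NFG1* (*YLR042C*) with −2.64 (SE 0.166, adjusted p = 2.5e-13) and *YMR173W-A* with −1.29 (SE 0.151, adjusted p = 3.84e-08). For the 3 genes with low counts, no difference from F45 was detectable at this depth. *SPS2* had a log2 fold change of −0.34 relative to F45 (SE 0.248, adjusted p = 0.332), *OSW1* 0.49 (SE 0.269, adjusted p = 0.121), and *YDR250C* −0.11 (SE 0.282, adjusted p = 0.788).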

Interestingly, expression of the *FL010* flocculin, which was strongly repressed in the chromosome XVI disome relative to F45, was essentially unaffected by the *DIG1* hemizygous deletion, remaining just as repressed relative to F45 (Figure 3A).

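*FLO10* (*YKR102W*, chromosome XI 646356–649865) had 275.3 ± 44.8 normalized CPM (SD, n = 4) in F45, 28.3 ± 5.78 in the full disome, and 37.4 ± 6.02 in the hemizygous strain. Its log2 fold change in the disome relative to F45 was −3.26 (SE 0.131, adjusted p = 8.44e-18). The hemizygous strain differed from the disome by 0.36 (SE 0.14, adjusted p = 0.0491), the libraries of the 2 strains overlapped, and the two-sided exact permutation test gave p = 0.0857.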

A final group of genes were both strongly repressed by the chromosome XVI disome, relative to F45, and substantially (>twofold) and significantly (p < 0.01, after multiple hypothesis correction) more strongly repressed in the hemizygous *DIG1* strain, relative to the disome harboring two copies of *DIG1* (Figure 3B, bottom left). This group consisted of *PHO84*, *PHO89*, *SPL2*, and *GIT1*, genes involved in phosphate transport that are induced in response to low phosphate conditions (Almaguer *et al.* 2003; Ljungdahl and Daignan-Fornier 2012), and two dubious ORFs (*YLR338W* and *YML122C*). 

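*PHO84* (*YML123C*, chromosome XIII 24037–25800) fell from 2832 ± 87 normalized CPM (SD, n = 4) in F45 to 975.8 ± 132 in the full disome and 249.6 ± 20.9 in the hemizygous strain. The log2 fold change between the last 2 strains was −1.97 (SE 0.146, adjusted p = 2.99e-10). For *GIT1* it was −1.33 (SE 0.168, adjusted p = 1.6e-06), for *PHO89* −1.18 (SE 0.231, adjusted p = 0.000283), and for *SPL2* −1.03 (SE 0.177, adjusted p = 6.93e-05). The dubious ORFs were expressed at a far lower level. *YML122C*, which lies beside *PHO84* at 26038–26418, had 1.95 ± 0.391 CPM in the disome and 0.678 ± 0.276 in the hemizygous strain, a log2 fold change of −1.52 (SE 0.312, adjusted p = 0.000473). *YLR338W* had 0.588 ± 0.37 and 0.0492 ± 0.0579 CPM, a log2 fold change of −3.03 (SE 0.741, adjusted p = 0.00247).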

The expression of these genes appears to respond to a nonlinear interaction between *DIG1* copy number and that of one or more other genes on chromosome XVI (see below).

### Comparing the effect of changing DIG1 copy number in euploid F45 *vs.* in the chromosome XVI disome

Our previous study found that reducing the copy number of *DIG1*, via a hemizygous deletion in the context of a chromosome XVI disome, partially converted the smooth morphology of the disome back to the fluffy phenotype of F45 (Tan *et al.* 2013). However, moderate (∼two- to fivefold) overexpression of *DIG 1* in euploid F45, from a low copy number plasmid, caused a stronger change in colony morphology from fluffy to fully smooth (Tan *et al.* 2013) (Figure 1A). To compare the effect of perturbing the copy number of *DIG1* in the euploid *vs.* the chromosome XVI disome genetic backgrounds, we carried out RNA-seq and differential expression analysis on smooth colonies from the *DIG1* overexpression strain.

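The *DIG1* overexpression strain is euploid F45 with *DIG1* on a low copy number plasmid, and its control is F45 with the empty plasmid. Both had 4 libraries in the first batch. Total counts had a median of 10340860 (range 8400452–14793376) with the *DIG1* plasmid and 22828025 (range 18375753–37823857) with the empty plasmid, so the control was sequenced more deeply. The overexpression strain was compared with the empty plasmid control, as in the paper, and not with F45 without a plasmid. At an adjusted p under 0.01, 945 ORFs were higher and 974 lower than in the control in edgeR's quasi-likelihood test, 113 of them by more than 2-fold.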

Comparing the effects of *DIG1* overexpression, relative to euploid F45, to the effect of the hemizygous *DIG1* deletion, relative to the full chromosome XVI disome (Figure 4A), revealed a modest but significant correlation between the effects of the two perturbations (*R* = −0.42, Pearson test, two-tailed, *t* = −34.917, df = 5777, p-value < 1e−15). 

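Across 5835 genes, the log2 fold changes of the overexpression strain relative to the empty plasmid control and of the hemizygous strain relative to the full disome had a Pearson correlation of −0.402. These profiles share no library. The 4 profiles built from single libraries gave −0.310 ± 0.0977 (SD), between −0.389 and −0.170, and genes are not independent replicates. With at least 10 CPM required in F45, the correlation was −0.443.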

As expected from the opposite directions of effect on *DIG1* copy number (overexpression *vs.* copy number reduction), this correlation was negative. However, the weakness of this correlation suggests that the effect of perturbing *DIG1* copy number might depend on the copy number of the genes on the rest of chromosome XVI.

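By the sign of their estimates, 2037 ORFs were lower in the overexpression strain and higher in the hemizygous strain, and 1895 showed the reverse pattern. Of the others, 1084 were lower in both strains. With both changes past an adjusted p of 0.01, the 2 patterns of opposite sign held 232 and 405 ORFs, and the 2 patterns of equal sign held 51 and 31.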

**Figure 4:**
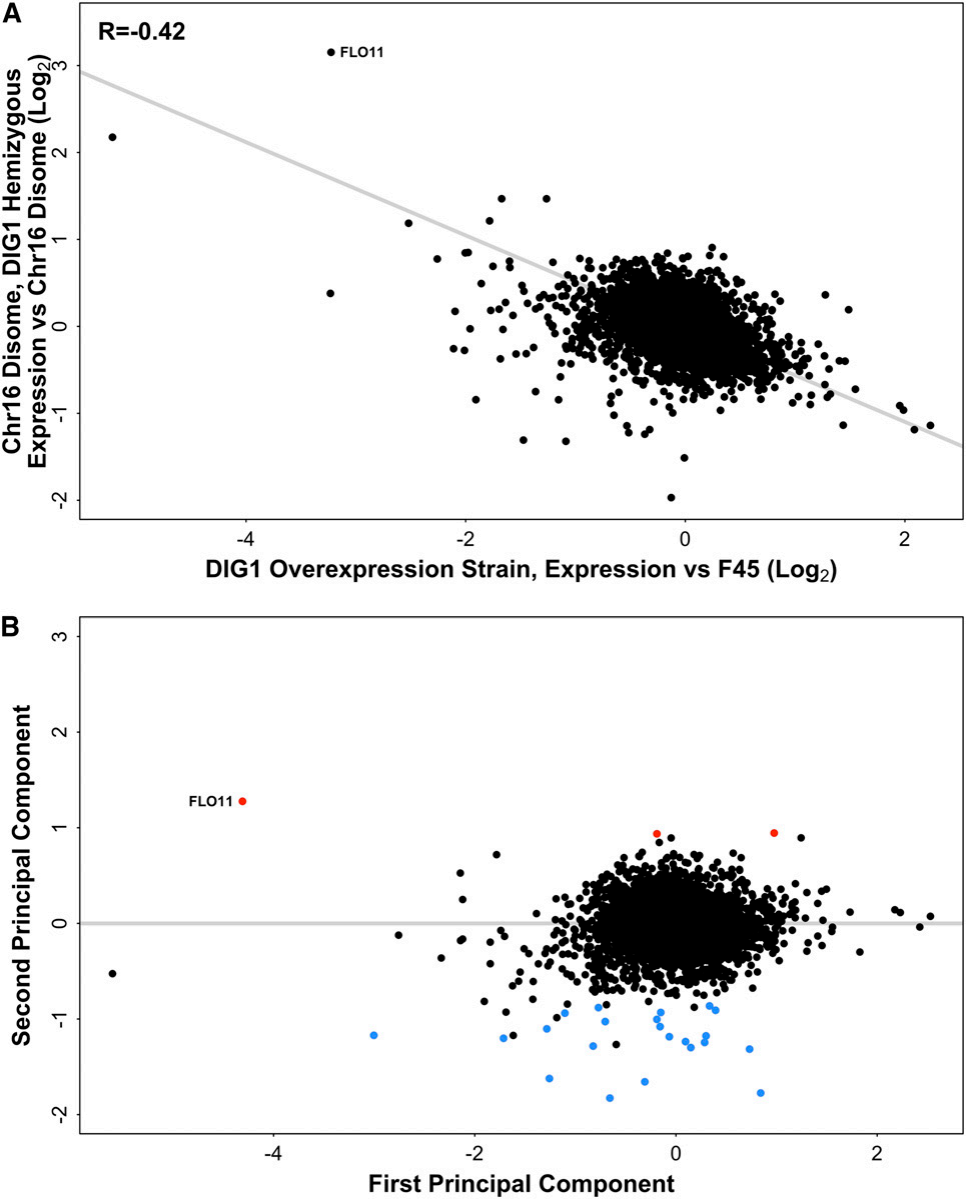
(A) Differential gene expression in the *DIG1* overexpression strain, relative to F45 (with empty vector) and the hemizygous *DIG1* derivative (*DIG1/dig1*Δ) of the chromosome XVI disome, relative to the full chromosome XVI disome. Gray line indicates TLS regression. (B) Rotation of the data using PCA. First principal component (*x*-axis) is equivalent to the TLS regression line in (A). Genes with significantly higher than expected expression in the hemizygous *DIG1* strain are shown in red, genes with significantly lower than expected expression in blue. PCA, principal component analysis; TLS, total least squares.

Dig1 binds the Ste12 transcription factor and represses transcriptional activation of Ste12 target genes, including targets of the Ste12-Tec1 complex with roles in complex colony morphology (Madhani and Fink 1997; Chou *et al.* 2006). 

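The set of genes lower with *DIG1* overexpression and higher in the hemizygous strain was counted again without a filter on low counts. Of 6507 nuclear ORFs with at least 1 count, 2187 fell in this set by the sign of both estimates and 4320 did not. *FLO11* and *YLR042C* are both members, and *YLR042C* had a log2 fold change of −5.21 with *DIG1* overexpression (SE 0.204, adjusted p = 2.73e-17 from edgeR's quasi-likelihood test), from 212.6 ± 13.2 normalized CPM (SD, n = 4) with the empty plasmid to 5.73 ± 0.769. The list of genes with conserved binding motifs was not used here, so the overlap with it was not recomputed.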

Examining 41 genes with conserved Ste12 and Tec1 binding motifs (Chou *et al.* 2006), we observed a significant overrepresentation (29/2197 *vs.* 12/4388; Fisher’s Exact Test, two-tailed, p-value < 1.1e−06) of these genes among the set of genes, including *FLO11* and *YLR042C* (Figure 4A), which were both repressed in the *DIG1* overexpression strain (log_2_FC < 0) and induced in the hemizygous *DIG1*/*dig1*Δ strain (log_2_FC >0), relative to F45 and the chromosome XVI disome harboring both copies of *DIG1*, respectively.

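Total least squares regression across the 5835 genes, with the log2 fold change from overexpression as the predictor and that from the hemizygous deletion as the response, gave a slope of −0.540. Single-library profiles gave −0.518 ± 0.0939 (SD, n = 4). With each library left out in turn, the slope lay between −0.622 and −0.51, and a minimum of 10 CPM in F45 gave −0.561. The mean absolute log2 fold change was 0.25 in the overexpression strain.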

The effect on transcription of the *DIG1* overexpression strain appears to be stronger than the effect of the *dig1* hemizygous deletion (Figure 4A), as total least squares (TLS) regression had a slope of −0.54. This is consistent with the larger change in *DIG1* expression level in the overexpression strain (4.25-fold up, relative to F45) compared with the hemizygous deletion (2.28-fold down, relative to the full chromosome XVI disome). 

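*DIG1* had 304 ± 10.8 normalized CPM (SD, n = 4) in the overexpression strain and 71.2 ± 2.55 in the empty plasmid control. The log2 fold change was 2.09 (SE 0.0615, adjusted p = 5.41e-20 from edgeR's quasi-likelihood test), or 4.27-fold, and every overexpression library lay above every control library (two-sided exact permutation test, p = 0.0286). Besides *DIG1*, the largest increases were those of *DAN4*, with a log2 fold change of 2.24 (SE 0.2, adjusted p = 9.07e-10), and *HPF1*, with 1.99 (SE 0.151, adjusted p = 3.34e-11).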

A simple model for *DIG1* action would suggest that plotting the (log) effects of halving *DIG1* expression against the effects of doubling *DIG1* expression would give a regression slope of −1, *i.e.*, reflecting the ratio of the log changes in *DIG1* expression. 

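The ratio of the log2 changes in *DIG1* expression in the hemizygous and overexpression strains, as measured here, was −0.566. The fitted line had an intercept of −0.0228. The intercept depends on the scaling of the libraries: centring each library on its median gene moved it to 0.00596.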

Given the *DIG1* expression changes observed in the hemizygous deletion and overexpression strains, this model predicted a slope of −0.57, and an intercept of 0, for the regression in Figure 4A, very close to the observed values of −0.54 and −0.025. Interestingly, however, there were several strong outliers from the regression trend. These included *FLO11*, whose expression level was changed by almost exactly the same amount after both perturbations, rather than showing a larger relative transcriptional change in the *DIG1* overexpression strain, as expected from the TLS regression slope (Figure 4A).

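*FLO11* had a log2 fold change of −3.22 with *DIG1* overexpression (SE 0.236, adjusted p = 1.9e-11 from edgeR's quasi-likelihood test). It went from 22570 ± 897 normalized CPM (SD, n = 4) in the empty plasmid control to 2423 ± 144, a level close to that of the hemizygous strain. The sizes of its changes after overexpression and hemizygous deletion differed by less than their SEs.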

### Gene expression changes reflecting a nonlinear interaction between chromosome XVI ploidy and DIG1 expression level

To further characterize the differences between the effects of perturbing *DIG1* copy number in the disome *vs.* euploid F45, we performed a principle component analysis (PCA) that was mathematically equivalent to rotating the data in Figure 4A to make the TLS regression line into the new *x*-axis (Figure 4B) (*Materials and Methods*). The first PC (Figure 4B, *x*-axis) then captures the major axis of covariation between the effect of the *DIG1* hemizygous deletion and the effect of *DIG1* overexpression. The second PC (Figure 4B, *y*-axis) captures variation orthogonal to this first axis, *i.e.*, behavior different to that expected from the major trend. Genes whose expression responds nonlinearly to the two perturbations of *DIG1* copy number (in the two different genetic backgrounds) should score highly on this second PC. Because the magnitudes of the two perturbations of *DIG1* expression level are different (4.25-fold *vs.* 2.28-fold), one explanation for the behavior of these genes could be that they are regulated solely by *DIG1* expression level, but that the relationship between their expression and that of *DIG1* is nonlinear. Alternatively, the behavior of these genes could represent a nonlinear interaction between *DIG1* expression level and the expression level of other regulatory genes on chromosome XVI.

To identify genes with values significantly different to zero in the second PC, we used the generalized linear model functionality of EdgeR (Robinson *et al.* 2010) with the observed regression slope of −0.54 and treating the intercept as zero (*Materials and Methods*). These genes can then be split into two groups, those showing an expression change in the hemizygous *DIG1* deletion that is either higher or lower than expected, based on their behavior in the *DIG1* overexpression strain. In the first group, we observed only three genes whose expression change was more than twofold higher than expected in the hemizygous *DIG1* deletion, based on their behavior in the *DIG1* overexpression strain. This group consisted of *FLO11* and the ammonium permease *MEP2*, both known to have roles in complex colony morphology (Lo and Dranginis 1998; Lorenz and Heitman 1998a; Voordeckers *et al.* 2012), and the poorly characterized gene *SPG1* (Figure 4, A and B). 

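Departure from the regression was tested with edgeR's quasi-likelihood test on the hemizygous effect plus 0.54 times the overexpression effect, with TMM factors from nuclear ORFs outside chromosome XVI. At an adjusted p under 0.01, 5 ORFs lay more than 2-fold above the line. *FLO11* departed by 1.41 on the log2 scale (SE 0.25, adjusted p = 0.000204), *MEP2* (*YNL142W*) by 1.06 (SE 0.149, adjusted p = 1.09e-05), and *SPG1* (*YGR236C*) by 1.04 (SE 0.0864, adjusted p = 2.93e-09). *MEP2* rose with overexpression, from 1311 ± 152 to 3187 ± 193 normalized CPM (SD, n = 4), a log2 fold change of 1.28 (SE 0.128), and changed by 0.36 in the hemizygous strain (SE 0.132, adjusted p = 0.0354). *SPG1* rose by 0.91 in the hemizygous strain (SE 0.0762) and by 0.25 with overexpression (SE 0.0754, adjusted p = 0.00927), and the latter did not pass the threshold with TMM factors applied to total counts (adjusted p = 0.0111), with no filter (0.0126), or in a fit to only the groups compared (0.0122). The other 2 were the dubious ORF *YDR250C* with 1.48 (adjusted p = 0.00835) and *OPT2* with 1.00 (SE 0.156, adjusted p = 4.17e-05), and *OPT2* is named only because of its value. The number that passed ranged from 4 to 6 over the alternatives and from 1 to 6 with 1 library left out.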

In the second group, we observed 20 genes (plus three dubious ORFs) whose expression change was more than twofold lower than expected in the hemizygous *DIG1* deletion, based on their behavior in the *DIG1* overexpression strain. This set included *FLO10*, which was strongly repressed by overexpressing *DIG1*, but whose expression was relatively unaffected by the hemizygous *DIG1* deletion, relative to the full disome. 

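By the same test, 22 ORFs lay more than 2-fold below the line at an adjusted p under 0.01. They include 19 of the genes the paper names and the dubious ORFs *YLR338W* and *YML122C*, which departed by −3.57 (adjusted p = 0.00142) and −1.52 (adjusted p = 0.00157). The remaining ORF is *YPL136W* with −1.16 (SE 0.289, adjusted p = 0.00522), named only because of its value.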

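With *DIG1* overexpression, *FLO10* fell from 187.2 ± 11.3 normalized CPM (SD, n = 4) to 20.1 ± 2.36, a log2 fold change of −3.23 (SE 0.138, adjusted p = 1.45e-16 from edgeR's quasi-likelihood test). Its departure from the regression was −1.38 (SE 0.159, adjusted p = 6.71e-07).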

The remaining 19 genes in this group were all repressed, to a greater or lesser degree, both by the hemizygous *DIG1* deletion (relative to the full chromosome XVI disome) and also by *DIG1* overexpression (relative to F45), rather than showing the expected opposite directions of effect (Figure 4, A and B).

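All of the genes the paper names in this group, apart from *FLO10*, had negative estimates in both comparisons. The smaller of the 2 changes was often not distinguishable from 0. The change with overexpression did not reach an adjusted p of 0.01 for *ZPS1*, *VEL1*, *DAN1*, *PHO84*, *PHO89*, *ZRT1*, *YNL018C*, and *ANB1*. The change in the hemizygous strain did not reach it for *YLR194C*, *PUN1*, *YBR056W-A*, *YNL018C*, and *YOL159C*.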

The 19 genes repressed both by the hemizygous *DIG1* deletion and by *DIG1* overexpression included the phosphate transport genes (*PHO84*, *PHO89*, *SPL2*, and *GIT1*) identified earlier (Figure 3B), along with another phosphate gene, *PHO5*, and *VTC1*, encoding a vacuolar transport protein involved in vacuolar polyphosphate accumulation. Similarly, another subset of these genes are induced by low zinc availability (Lyons *et al.* 2000), including *VEL1*, encoding an uncharacterized cell-surface protein, its paralog *YOR387C*, and the genes encoding the alcohol dehydrogenase Adh4, the putative GPI-anchored protein Zps1, and the zinc transporter Zrt1. 

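The phosphate genes lay below the regression by −2.03 for *PHO84* (SE 0.164, adjusted p = 2.05e-09 from edgeR's quasi-likelihood test), −1.91 for *GIT1* (SE 0.182), −1.87 for *PHO5* (SE 0.131), −1.38 for *SPL2* (SE 0.19), −1.35 for *PHO89* (SE 0.242, adjusted p = 0.000221), and −1.19 for *VTC1* (SE 0.0755). *PHO5* (*YBR093C*) fell from 72.9 ± 14.8 normalized CPM (SD, n = 4) in the full disome to 40.9 ± 6.06 in the hemizygous strain, a log2 fold change of −0.84 (SE 0.116, adjusted p = 4.75e-06). *VTC1* (*YER072W*) fell from 203 ± 13.8 to 135.8 ± 15, a log2 fold change of −0.58 (SE 0.0665, adjusted p = 4.28e-07).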

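The zinc-responsive genes departed from the regression by −2.09 for *YOR387C* (SE 0.258), −1.43 for *VEL1* (SE 0.29, adjusted p = 0.000877), −1.42 for *ZPS1* (SE 0.25), −1.25 for *ADH4* (SE 0.221), and −1.05 for *ZRT1* (SE 0.189, adjusted p = 0.000238 from edgeR's quasi-likelihood test). With *DIG1* overexpression, *YOR387C* had a log2 fold change of −1.47 (SE 0.216, adjusted p = 4.17e-06) and *ADH4* −0.68 (SE 0.191, adjusted p = 0.0058). The estimates for *ZPS1*, *VEL1*, and *ZRT1* were −0.53 (SE 0.217, adjusted p = 0.0539), −0.36 (SE 0.244, adjusted p = 0.25), and −0.11 (SE 0.164, adjusted p = 0.635). In the hemizygous strain, *ADH4* had a log2 fold change of −0.88 (SE 0.195, adjusted p = 0.000966) and *ZRT1* −0.99 (SE 0.167, adjusted p = 5.7e-05). The empty plasmid control itself differed from F45 in this group: *ZPS1* had 1923 ± 274 normalized CPM (SD, n = 4) there.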

Other genes included *YLR194C* , *PUN1*, *TIR1* and *DAN1* encoding cell wall proteins, and *ANB1* encoding a translation elongation factor. 

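*YLR194C*, *PUN1*, and *TIR1* departed by −1.28 (SE 0.13), −1.09 (SE 0.11), and −1.48 (SE 0.143), and their log2 fold changes with overexpression were −1.68 (SE 0.112), −1.44 (SE 0.0951), and −1.36 (SE 0.127). Their changes in the hemizygous strain were −0.37 (SE 0.116, adjusted p = 0.0141 from edgeR's quasi-likelihood test), −0.31 (SE 0.0971, adjusted p = 0.0148), and −0.75 (SE 0.126, adjusted p = 5.63e-05). *DAN1* departed by −1.47 (SE 0.286, adjusted p = 0.00054), with −0.51 from overexpression (SE 0.25, adjusted p = 0.109). *ANB1* departed by −0.99 (SE 0.142, adjusted p = 1.3e-05), just under 2-fold, with −0.92 in the hemizygous strain (SE 0.127) and −0.14 from overexpression (SE 0.121, adjusted p = 0.382). Reads of *ANB1* and of the *TIR* and *DAN* genes can be shared with close paralogs.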

Finally, three uncharacterized genes, *YBR056W-A*, *YNL018C*, and *YOL159C*, were also repressed by both perturbations. 

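*YBR056W-A* departed from the regression by −1.39 (SE 0.193, adjusted p = 8.9e-06 from edgeR's quasi-likelihood test), *YNL018C* by −1.08 (SE 0.286, adjusted p = 0.00838), and *YOL159C* by −1.03 (SE 0.242, adjusted p = 0.00328). Their changes with overexpression were −2.11 (SE 0.145), −0.60 (SE 0.2, adjusted p = 0.0184), and −1.12 (SE 0.189). In the hemizygous strain they were −0.25 (SE 0.177, adjusted p = 0.312), −0.75 (SE 0.265, adjusted p = 0.0303), and −0.42 (SE 0.219, adjusted p = 0.148). *YNL018C* and *YOL159C* had few counts, with 2.15 ± 0.75 and 3.89 ± 0.83 normalized CPM (SD, n = 4) in the full disome.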

The nonreference gene 59A_0034g, which possess a Flo11-like domain (pfam10182) and was strongly repressed in the two disomes, also behaved like a member of this group.

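The nonreference gene 59A_0034g departed from the regression by −1.35 (SE 0.169, adjusted p = 2.51e-06 from edgeR's quasi-likelihood test). With *DIG1* overexpression it fell from 37.7 ± 5.65 normalized CPM (SD, n = 4) to 7.58 ± 1.11, a log2 fold change of −2.33 (SE 0.158, adjusted p = 3.97e-12). The hemizygous strain had 22.5 ± 1.07 and the full disome 23.9 ± 3.72, a log2 fold change of −0.09 (SE 0.144, adjusted p = 0.697), and their libraries overlapped.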

The behavior of the phosphate-regulated genes (*PHO84*, *PHO89*, *SPL2*, *GIT1*, *PHO5*, and *VTC1*) is particularly interesting. These genes are repressed both by *DIG1* overexpression and also by the chromosome XVI disome with the hemizygous deletion, both relative to F45, *i.e.*, their expression is repressed by increased copy number of both *DIG1* and one or more other genes on chromosome XVI. However, the full chromosome XVI disome, in which the copy number of both *DIG1* and the other regulatory gene(s) is increased, shows less, rather than more, repression of these genes, relative to F45 than is seen in the disome with the hemizygous *DIG1* deletion. Therefore, the expression of these phosphate genes appears to reflect a nonlinear interaction between *DIG1* copy number and that of one or more other genes on chromosome XVI.

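With *DIG1* overexpression relative to the empty plasmid control, the log2 fold change was −1.90 for *PHO5* (SE 0.112, adjusted p = 1.83e-13 from edgeR's quasi-likelihood test), −1.13 for *VTC1* (SE 0.0657, adjusted p = 1.31e-13), −1.08 for *GIT1* (SE 0.131, adjusted p = 1.92e-07), and −0.64 for *SPL2* (SE 0.13, adjusted p = 0.000238). *PHO89* had −0.32 (SE 0.135, adjusted p = 0.061) and *PHO84* −0.12 (SE 0.14, adjusted p = 0.519). The empty plasmid control held all of these genes but *VTC1* below the level of F45 in every library, with 1026 ± 55.9 normalized CPM of *PHO84* (SD, n = 4) against 2832 ± 87 in F45, 170.5 ± 7.31 of *PHO5* against 895 ± 32.6, 53.42 ± 4.85 of *PHO89* against 190.6 ± 16.1, 66.7 ± 10.1 of *SPL2* against 145 ± 12.8, and 59.36 ± 15.3 of *GIT1* against 166.6 ± 7.59. For *VTC1* it was 363.7 ± 19.8 against 299.9 ± 6.67. In the hemizygous strain relative to F45, the 6 log2 fold changes ranged from −5.26 for *PHO89* (SE 0.183) to −1.14 for *VTC1* (SE 0.0668, adjusted p = 4.63e-14), with −4.46 for *PHO5* (SE 0.122), −4.01 for *GIT1* (SE 0.153), −3.76 for *SPL2* (SE 0.158), and −3.50 for *PHO84* (SE 0.155).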

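In the full disome relative to F45, the log2 fold changes were −4.07 for *PHO89* (SE 0.154, adjusted p = 2.43e-18 from edgeR's quasi-likelihood test), −3.62 for *PHO5* (SE 0.114), −2.73 for *SPL2* (SE 0.137), −2.68 for *GIT1* (SE 0.13), −1.54 for *PHO84* (SE 0.143), and −0.56 for *VTC1* (SE 0.0652, adjusted p = 3.68e-08). Each is closer to 0 than the corresponding change of the hemizygous strain.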

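From the repression of these genes by overexpression in the euploid and by hemizygosity in the disome, the paper proposes that *DIG1* and other genes on chromosome XVI act on them together in a nonlinear way.

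**Figure D4:**
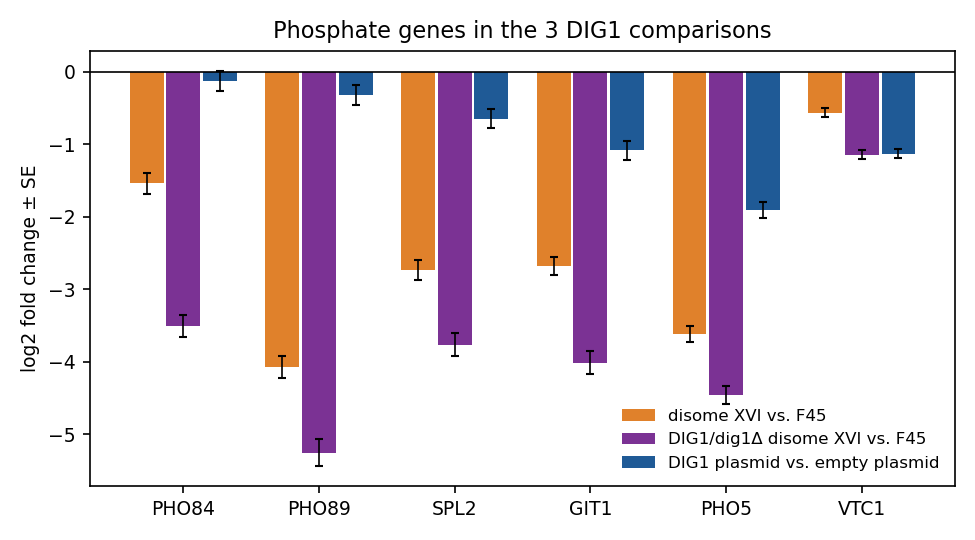
Log2 fold changes (vertical axis) of the 6 phosphate genes (horizontal axis) in the 3 comparisons that involve *DIG1*. These are the full disome and the hemizygous strain, each relative to F45, and *DIG1* overexpression relative to the empty plasmid control. Bars are edgeR estimates and error bars are ± 1 SE, from 4 libraries per strain. The hemizygous strain lies below the full disome for every gene. Its changes relative to the full disome, which are not drawn, range from −1.97 for *PHO84* to −0.58 for *VTC1*. *PHO84* changed by −0.12 with overexpression.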

### Characterization of genes commonly differentially expressed in the chromosome XV and XVI disomes

In our model of the mechanisms by which aneuploidy can affect gene expression (Figure 1B), we specified two mechanisms that could produce effects on gene expression unique to each aneuploid and two mechanisms that could produce similar effects on transcription across multiple aneuploids. To assess the relative contribution of shared *vs.* disome-specific factors in the gene expression patterns of our disomes, we examined the degree of similarity between the expression patterns of the two disomes. 

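Across 5834 genes, the log2 fold changes of the chromosome XV and XVI disomes relative to F45 had a Pearson correlation of 0.701. Profiles from 1 library of each disome gave 0.662 ± 0.06 (SD, n = 4). The profiles share their F45 libraries; with 2 F45 libraries in each, assigned in the 6 possible ways, the correlation averaged 0.682 (range 0.668–0.694). The alternative that moved it most replaced F45 by the empty plasmid control in the profile of the chromosome XVI disome and gave 0.327. These correlations are across genes, which are not independent replicates.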

After accounting for direct copy number effects, by twofold downward adjustment of expression from the disomic chromosomes, the differential expression profiles of the two disomes, relative to F45, were similar (Figure 5), with an R of 0.70 (Pearson test, two-tailed, t = 74.5175, df = 5776, p-value < 1e−15). The same relationship (*R* = 0.71) was seen when only genes on chromosomes I–XIV were considered (Figure S1). 

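Over the 4847 genes on chromosomes I–XIV, where no copy number adjustment applies, the correlation across genes was 0.718, and single-library profiles gave 0.678 ± 0.0564 (SD, n = 4).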

More genes were repressed in each disome (ChrXV: 2171, ChrXVI: 1852) than induced (ChrXV: 1307, ChrXVI: 1149), at the multiple hypothesis corrected p < 0.01 level. 

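With library sizes over nuclear ORFs outside chromosomes XV and XVI, 1740 ORFs were repressed and 1656 induced in the chromosome XV disome at an adjusted p under 0.01, so that 51.2% of the changes were repressions. In the chromosome XVI disome, 1480 were repressed (48.3%) and 1583 induced. The balance depends on the scaling and on the libraries in the fit. With the same TMM factors applied to total counts, 2159 ORFs were repressed (62.6%) and 1291 induced in the chromosome XV disome, and 1837 (61.8%) and 1135 in the chromosome XVI disome. That scaling shifts the median ORF by −0.09 and −0.08 on the log2 scale. TMM over all features gave 1517 repressed and 1515 induced ORFs in the chromosome XVI disome, centring on the median gene 1587 and 1447, and a fit to only the groups compared 1563 and 1525. Changes of more than 2-fold were found in 491 ORFs of the chromosome XV disome (345 lower, 146 higher). In the chromosome XVI disome there were 400 (335 lower, 65 higher), so at this size repressions outnumbered inductions in both disomes. The largest decreases, besides *FLO11* and *YLR042C*, were those of *ICS2* in the chromosome XV disome, with a log2 fold change of −5.52 (SE 0.18, adjusted p = 1.03e-19 from edgeR's quasi-likelihood test), and of *SPS100* and *SHH3* in the chromosome XVI disome, with −6.65 (SE 0.177, adjusted p = 1.05e-21) and −6.20 (SE 0.132, adjusted p = 5.28e-24). From the similar profiles, the paper proposes that factors shared by the disomes dominate their differential expression.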

Given their similarity, it appears that the differential gene expression patterns of the two disomes are dominated by shared, rather than disome-specific, factors.

**Figure 5:**
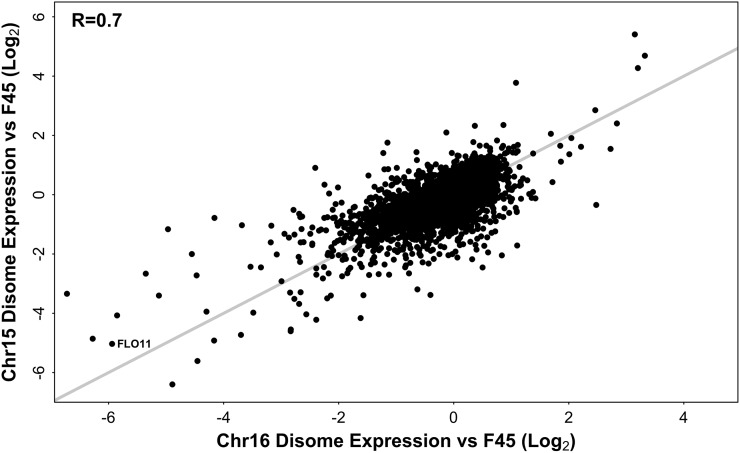
Differential gene expression in the chromosome XV and chromosome XVI disomes, relative to F45. Genes on disomic chromosomes had expression ratios adjusted downward twofold. *x* = *y* line shown in gray.

To begin to understand the factors contributing to the shared differential expression profiles of the two disomes, we characterized the genes commonly induced and repressed in those strains. 

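After the copy number adjustment, 173 ORFs were lower than F45 by more than 2-fold, at an adjusted p under 0.01 in edgeR's quasi-likelihood test, in both disomes. With each library left out in turn, 150–195 ORFs met these criteria. TMM factors applied to total counts gave 201, and edgeR's test against a minimum change of 1.5-fold gave 147. With the empty plasmid control in place of F45, an alternative chosen after the data had been seen, 115 ORFs did. All 173 are among the 209 genes that the paper's Table S1 lists by name, and the other 36 fell short of a criterion here.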

After downward adjustment of expression from chromosomes XV and XVI in the disomes, a total of 210 genes showed a >twofold decrease in expression in both strains relative to F45, statistically significant at the (multiple hypothesis corrected) p < 0.01 level (Table S1). This set was enriched for several GO terms including GO:0006099 “tricarboxylic acid cycle” (p-value = 1.71e−05), GO:0019953 “sexual reproduction” (p-value = 8.63e−04), GO:0006081 “cellular aldehyde metabolic process” (p-value = 7.78e−05), and GO:0030312 “external encapsulating structure” (p-value = 5.62e−07). 

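The enrichments were not recomputed. The paper lists the members of each term, and their expression was examined here. Of the 10 listed for the tricarboxylic acid cycle, 8 met the criteria in both disomes, and the medians of their log2 fold changes were −1.31 in the chromosome XV disome and −1.58 in the chromosome XVI disome. For sexual reproduction, 20 of 23 did so, with medians of −2.08 and −1.65. The aldehyde metabolism term had 10 of 12, with −1.30 and −1.68, and the external encapsulating structure term 17 of 19, with −2.35 and −1.65. Every listed member had a negative estimate in both disomes.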

Several genes involved in phosphate (*GIT1*, *PHM6*, *PHM7*, *PHM8*, *PHO5*, *PHO8*, *PHO84*, *PHO89*, and *SPL2*) and thiamine (*THI4*, *THI5*, *THI7*, *THI11*, *THI12*, and *THI13*) metabolism were also significantly repressed in both disomes.

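In the chromosome XV disome, the phosphate genes had log2 fold changes from −4.92 for *PHO89* (SE 0.175, adjusted p = 6.24e-19 from edgeR's quasi-likelihood test) to −1.02 for *PHM7* (SE 0.17, adjusted p = 9.41e-06), with −4.65 for *PHO5*, −4.52 for *PHM6*, −4.51 for *SPL2*, −4.08 for *PHO84*, −3.45 for *GIT1*, −2.11 for *PHO8*, and −1.96 for *PHM8*. In the chromosome XVI disome, *PHM6* had −2.75 (SE 0.102), *PHM8* −2.11 (SE 0.108), *PHM7* −1.44 (SE 0.173), and *PHO8* −1.33 (SE 0.0745, adjusted p = 1.73e-14). Among the thiamine genes, *THI4* had −2.73 in the chromosome XV disome (SE 0.156, adjusted p = 2.04e-14) and −2.19 in the chromosome XVI disome (SE 0.14, adjusted p = 3.02e-13). *THI5*, *THI11*, *THI12* and *THI13*, which are near-identical and can share reads, lay between −1.71 and −1.43 in the first and between −1.60 and −1.32 in the second. *THI7* had −1.00 (SE 0.115, adjusted p = 2.16e-08) and −0.97 (SE 0.115, adjusted p = 5.09e-08), just under 2-fold.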

The set of genes downregulated in both disomes (Table S1) also contained several genes with known roles in the development of complex colony phenotypes. These included the *FLO10* and *FLO11* flocculin genes, believed to encode effectors of complex colony morphologies (Lo and Dranginis 1998; Guo *et al.* 2000; Granek and Magwene 2010) (Halme *et al.* 2004; Voordeckers *et al.* 2012). Similarly, the gene encoding the ammonium permease Mep2, which regulates pseudohyphal growth in response to ammonium limitation (Lorenz and Heitman 1998a), and the genes encoding the Tec1 and Mga1 transcription factors, known to be positive regulators of *FLO11* gene expression and complex colony phenotypes (Gavrias *et al.* 1996; Lorenz and Heitman 1998b; Rupp *et al.* 1999; Borneman *et al.* 2006), were consistently repressed in the disomes. 

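In the chromosome XV disome, *FLO11* had 533.7 ± 75.7 normalized CPM (SD, n = 4), a log2 fold change of −4.94 relative to F45 (SE 0.256, adjusted p = 2.59e-15 from edgeR's quasi-likelihood test). *FLO10* had 53.7 ± 8.6, a log2 fold change of −2.37 (SE 0.126, adjusted p = 3.87e-15). The flocculin genes hold repeats of similar sequence, and reads from them were counted without a filter on mapping quality.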

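*MEP2* fell from 2556 ± 168 normalized CPM (SD, n = 4) in F45 to 678 ± 160 in the chromosome XV disome and 115.3 ± 12.1 in the chromosome XVI disome, log2 fold changes of −1.92 (SE 0.131, adjusted p = 9.07e-13 from edgeR's quasi-likelihood test) and −4.47 (SE 0.147, adjusted p = 1.25e-19). For *TEC1* (*YBR083W*) they were −1.42 (SE 0.101, adjusted p = 1.95e-12) and −1.07 (SE 0.0947, adjusted p = 2.79e-10). For *MGA1* (*YGR249W*) they were −1.62 (SE 0.241, adjusted p = 1.53e-06) and −1.99 (SE 0.239, adjusted p = 6.69e-08). *MGA1* varied between the libraries of the chromosome XV disome, which had 30.9 ± 15.7 CPM against 89.1 ± 4.64 in F45. In the chromosome XVI disome, 1 library held 30.9 and the other 3 held 19–20.2.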

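*BSC1* (*YDL037C*, chromosome IV 384601–385587) had 31.1 ± 1.65 normalized CPM (SD, n = 4) in F45, 3.25 ± 2.11 in the chromosome XV disome, and 7.43 ± 3.46 in the chromosome XVI disome. The log2 fold changes were −3.44 (SE 0.312, adjusted p = 2.51e-10 from edgeR's quasi-likelihood test) and −2.05 (SE 0.25, adjusted p = 8.94e-08).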

Expression of *BSC1*, which encodes an uncharacterized protein with a Flo11-like domain (pfam10182), was also consistently reduced. In addition, one of the unmapped, nonreference genes that we identified (59A_0034g), which encodes a protein that also possesses the Flo11-like domain (pfam10182) (File S1 and File S2), was also strongly repressed in the two disomes. 

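The 59A_0034g gene had 45.3 ± 11 normalized CPM (SD, n = 4) in F45 and 6.4 ± 0.642 in the chromosome XV disome, a log2 fold change of −2.83 (SE 0.166, adjusted p = 3.66e-14 from edgeR's quasi-likelihood test). Its log2 fold change in the chromosome XVI disome was −0.92 (SE 0.133, adjusted p = 1.27e-06), under 2-fold, and no library of either disome overlapped with F45.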

As the chromosomes on which this and the other unmapped nonreference genes reside are unknown, no copy number adjustments were made for their expression in the disomes.

Only 25 genes showed at least a twofold increase in expression in both disomic strains relative to F45, statistically significant at the (multiple hypothesis corrected) p < 0.01 level (Table S2). 

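At the same criteria, 24 ORFs were induced in both disomes (23–29 with each library left out in turn). Without copy number adjustment there were 34, and edgeR's test against a minimum change of 1.5-fold gave 20. Of the 24, 21 are among the 25 genes that the paper lists in Table S2.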

The only significantly enriched GO terms were GO:0005576 “extracellular region” (p-value = 1.41e−02), GO:0031225 “anchored component of membrane” (p-value = 4.18e−02), and GO:0009277 “fungal-type cell wall” (p-value = 1.23e−02). These 25 genes included *HPF1* and *HPF1*’ (*YIL169C*), encoding cell wall mannoproteins and one of the unmapped, nonreference genes that we identified (EC1118_1O30_0001g), predicted to encode a protein with strong sequence similarity to Hpf1 (File S1 and File S2). 

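*HPF1* (*YOL155C*) rose from 97.7 ± 8.88 normalized CPM (SD, n = 4) in F45 to 2006 ± 296 in the chromosome XV disome and 951.8 ± 76 in the chromosome XVI disome, log2 fold changes of 4.36 (SE 0.167, adjusted p = 2.6e-18 from edgeR's quasi-likelihood test) and 3.28 (SE 0.159, adjusted p = 5.98e-16). *YIL169C* rose by 5.49 (SE 0.212, adjusted p = 3.28e-18) and 3.23 (SE 0.192, adjusted p = 6.36e-14). EC1118_1O30_0001g, for which no copy number was adjusted, rose by 2.38 (SE 0.101, adjusted p = 2.5e-17) and 1.31 (SE 0.104, adjusted p = 3.26e-11). Reads may have been assigned to any of these 3 similar genes, since they were not filtered on mapping quality. *DAN4* was also among the largest increases, with a log2 fold change of 4.76 in the chromosome XV disome (SE 0.21, adjusted p = 7.25e-17).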

It is interesting that cell surface mannoproteins were found both among the set of genes most highly repressed in the two disomes (*e.g.*, *FLO11* and *FLO10*) and among the genes most strongly induced (*e.g.*, *HPF1* and *HPF1*’)

### Relative strength of karyotype *vs.* genotype and environment on gene expression

The strong similarity between the transcriptional profiles of our two disomes raises questions about how interactions between genotype, environment, and ploidy affect gene expression. One possible explanation for the similar expression profiles of our disomes is that increasing the copy number of a whole chromosome specifies a strong transcriptional response that is relatively independent of genotype and environment. If this is true, we would expect each of our disomes to have a similar transcriptional profile in other studies, and the similarity between the two disomes to be maintained in those studies. To test this hypothesis, we compared our data to the differential transcriptional profiles of chromosome XV and chromosome XVI disomes in a previous study that used a different genetic background (W303) and a different environmental condition (batch growth) (Torres *et al.* 2007). Similar to our results (Figure 5), the differential expression profiles of the two disomes in that study were also similar (positively correlated with an *R* of 0.57) (Torres *et al.* 2007). However, we observed no correlation between the transcriptional profiles of the chromosome XV disomes (*R* = 0.011) or between the transcriptional profiles of the chromosome XVI disomes (*R* = 0.00038) across the two studies. These results suggest that the expression changes that accompany different aneuploid states are highly dependent on genotype and environment, but may be consistently similar to each other within any specific combination of genotype and environment.

### Contribution of colony morphology and cell environment to the differential expression profiles of the disomes

One of the mechanisms by which aneuploidy could affect gene expression patterns is indirectly through its effects on phenotype (Figure 1B). Both of the disomic strains in our study form smooth colonies, while the F45 euploid forms fluffy colonies. The similar transcriptional profiles of the disomes could therefore be a result of their shared colony morphology, perhaps reflecting a transcriptional response to the smooth *vs.* fluffy cellular environment. To test this idea, we examined gene expression in smooth colonies resulting from deletions of downstream effectors of the fluffy colony morphology. We reasoned that expression changes in these mutants, relative to F45, would give us the cleanest readout of any transcriptional response to the smooth colony “environment.”

To test this hypothesis, we constructed deletion mutants of *FLO11*, encoding a cell surface flocculin important for the formation of complex colony morphologies (Lo and Dranginis 1998; Granek and Magwene 2010; Voordeckers *et al.* 2012), and *CIS3*, encoding a mannose-containing glycoprotein and a constituent of the cell wall that we identified in a separate screen for mutations affecting colony morphology (Z. Tan and A. M. Dudley, unpublished results). Both of these deletions caused F45 colonies to lose their structured (fluffy) colony morphology, but retain their irregular boundaries (Figure 1A). As before, we performed RNA-seq on RNA isolated from these colonies after 4 d of growth on solid medium (YPD, 2% glucose).

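The second batch held 3 libraries of F45 and 4 libraries each of the *cis3*Δ and *flo11*Δ strains, again with 3–5 pooled colonies per library. It was sequenced separately from the first batch, so each deletion was compared only with F45 of its own batch. Total counts had a median of 21358865 in F45 (range 18111329–23462118), 17246342 in *cis3*Δ (range 12136167–25104790), and 14364114 in *flo11*Δ (range 11565108–16912714). The counts deposited by the authors were analyzed with edgeR as for the first batch, over 8059 features (5942 ORFs) and with TMM factors and library sizes from all nuclear ORFs. The deleted genes served as a check of the labels. *FLO11* had 38–90 counts in the *flo11*Δ libraries and 407427–443532 in F45, and *CIS3* had 2–7 counts in the *cis3*Δ libraries and 16406–17884 in F45. Each deletion is represented by 2 strains with 2 libraries each, which were treated as 1 group of 4, as in the paper. The SDs and tests given for n = 4 treat libraries of 1 strain as independent. In an alternative chosen after seeing the data, the libraries of each deletion strain were summed, which leaves 2 replicates per deletion.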

We first examined the effect of the *cis3*Δ. Despite the strong effect on colony morphology, little differential expression was seen in the *cis3*Δ strain, relative to F45. 

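At an adjusted p under 0.01 in edgeR's quasi-likelihood test, 25 ORFs differed between the *cis3*Δ strain and F45, 11 higher and 14 lower, and 5 differed by more than 2-fold. Without adjustment, 1547 of the 5942 ORFs had a p under 0.05. The number depends on the test and on the libraries in the fit: the likelihood ratio test gave 133 ORFs, 15 of them over 2-fold, DESeq2 gave 297, 8 of them over 2-fold, and a fit to only the groups compared gave 4, 1 of them over 2-fold. The 5 ORFs were *CIS3* itself, with a log2 fold change of −11.38 (SE 0.148), *YIL169C* with 1.88 (SE 0.254, adjusted p = 0.00324), *HPF1* with 1.79 (SE 0.244, adjusted p = 0.00328), *YLR042C* with −1.74 (SE 0.197, adjusted p = 0.000876), and *FLO10* with −1.27 (SE 0.189, adjusted p = 0.0054). *PRY3* rose by 0.96, just under 2-fold (SE 0.14, adjusted p = 0.00534). Apart from *CIS3*, all of these lost the threshold in the fit to only the groups compared, with adjusted p from 0.0313 to 0.0715. With the libraries of each strain summed, only *CIS3* was called, and the others had adjusted p from 0.0621 to 0.15. *YLR042C* had 56.2 ± 20.6 normalized CPM (SD, n = 4) against 189.6 ± 13.3 (SD, n = 3). In simulated data of this design, 158 of 200 altered genes were recovered, and 29 of the 70 altered by 0.5 on the log2 scale.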

Only 117 genes showed a change in gene expression that was significant at the (multiple hypothesis corrected) p < 0.01 level, and only 10 of these involved more than a twofold change in expression (Table S3). To compare the effect of the *cis3*Δ to the shared expression pattern displayed by the disomes, we first calculated mean gene expression change relative to F45 for each gene across the two disomic strains. Expression from disomic chromosomes was first adjusted downward twofold to control for the direct effects of chromosome copy number. Much stronger gene expression change was seen in this common disome profile (mean absolute log_2_FC = 0.43) than in the *cis3*Δ (mean absolute log_2_FC = 0.22). Similarly, while the common disome and *cis3*Δ differential expression profiles were statistically significantly correlated (Pearson test, two-tailed, : *t* = 26.4532, df = 5772, p-value < 1e−15), this correlation was modest (*R* = 0.33) (Figure 6A), leaving most of the variance in the common disomic expression profile unexplained. 

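Across the 5827 genes compared, the mean absolute log2 fold change was 0.39 for the mean of the disomes and 0.16 for the *cis3*Δ strain. Profiles that average 1 library of each disome gave 0.39 ± 0.0457 (SD, n = 4), and single *cis3*Δ libraries gave 0.20 ± 0.0275 (SD, n = 4). The *cis3*Δ values rest on 1 library each and so hold more noise. Every disome value lay above every *cis3*Δ value. The profiles come from different batches, each with its own F45 libraries.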

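The Pearson correlation across genes between the mean disome profile and the *cis3*Δ profile was 0.330. It varied widely between *cis3*Δ libraries, with 0.277 ± 0.181 (SD, n = 4) and a range of 0.133–0.534. Genes are not independent replicates, and the number of genes does not measure the precision of this value.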

Taken together, these results suggest that the fluffy *vs.* smooth cell environment does not in itself induce substantial changes in gene expression and that little of the strong, shared differential expression profile of the two disomes can be explained by their shared (smooth) colony morphology.

**Figure 6:**
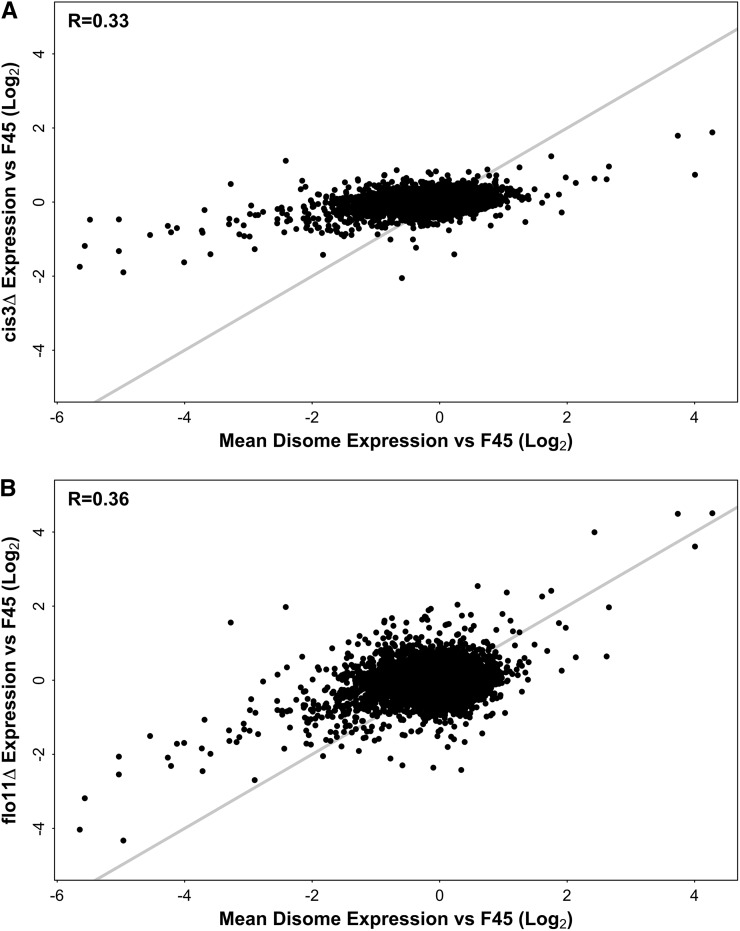
Differential gene expression in (A) *cis3*Δ and (B) *flo11*Δ colonies relative to F45, compared to the mean disome differential gene expression profile. *x* = *y* line shown in gray.

### Evidence for a signaling role for Flo11 in colony development

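The mean absolute log2 fold change of the *flo11*Δ strain was 0.31 across the same genes, and its single libraries gave 0.33 ± 0.0159 (SD, n = 4, range 0.31–0.34). All of these lay above the range of the single *cis3*Δ libraries (0.16–0.22).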

Given the low level of differential gene expression in the *cis3*Δ and the similar morphologies of the *flo11*Δ and *cis3*Δ colonies, we were surprised to observe a much stronger differential expression pattern in the *flo11*Δ (mean absolute log_2_FC of 0.38 *vs.* 0.22). A total of 70 genes were significantly (multiple hypothesis corrected p < 0.01) and strongly (> twofold) induced in the *flo11*Δ colonies, relative to F45, while 109 genes were significantly and strongly downregulated (Table S4). 

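Relative to F45, 68 ORFs were induced and 106 repressed by more than 2-fold in the *flo11*Δ strain at an adjusted p under 0.01, among 1802 ORFs that changed in all (879 higher, 923 lower). Of these, 67 and 101 are among the 69 and 109 genes that the paper lists in Table S4. The largest increases were those of *YIL169C*, with a log2 fold change of 4.51 (SE 0.287, adjusted p = 4.37e-07 from edgeR's quasi-likelihood test), *HPF1* with 4.49 (SE 0.276, adjusted p = 4.23e-07), and *DAN1* with 3.99 (SE 0.37, adjusted p = 8.04e-06). The largest decreases, after *FLO11* with −11.99 (SE 0.212), were those of *YDL218W* with −4.37 (SE 0.648, adjusted p = 0.00018), which had 34.4 ± 21.2 normalized CPM in F45 (SD, n = 3), and *YLR042C*.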

Comparing the differential expression pattern of the *flo11*Δ to that of the *cis3*Δ revealed a modest (*R* = 0.42), but significant correlation (Pearson test, two-tailed, : *t* = 35.2996, df = 5772, p-value < 1e−15) (Figure S2). This weak correlation, and the much greater degree of differential gene expression seen in the *flo11*Δ strain, strongly suggest that the differential expression profile of the *flo11*Δ strain does not simply reflect a response to the smooth colony environment that is shared with the *cis3*Δ colonies.

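The correlation across genes between the *flo11*Δ and *cis3*Δ profiles was 0.417, and single-library profiles gave 0.349 ± 0.132 (SD, n = 4). Both profiles use the same 3 F45 libraries. With 1 F45 library in one profile and the other two in the second, in the 6 possible ways, the correlation averaged 0.304 and ranged from 0.129 to 0.477.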

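The paper proposes from the weak correlation and the larger changes in the *flo11*Δ strain that its profile is more than a response to the smooth colony environment shared with *cis3*Δ. From the small changes in the *cis3*Δ strain it proposes that this environment alone alters expression little and explains little of the profile that the disomes share.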

Similarly, comparing the differential expression pattern in the *flo11*Δ strain to the mean disome profile also revealed a modest (*R* = 0.36) but significant correlation (Pearson test, two-tailed, : *t* = 29.687, df = 5772, p-value < 1e−15). However, most of the genes whose transcription was most strongly changed in the two disomes, relative to F45, were also strongly differentially expressed, and in the same direction, in the *flo11*Δ colonies (Figure 6B). This included the *FLO10* and *YLR042C* cell wall genes and the *TEC1* and *MGA1* regulators of colony morphology. These results demonstrate that, like the disomes, deletion of *FLO11* affects the expression of genes involved in complex colony morphology development (*e.g.*, *FLO10*) and the signaling pathways regulating morphology development (*e.g.*, the “filamentous growth” MAPK cascade that includes Tec1 (Madhani and Fink 1997). 

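The correlation across genes between the *flo11*Δ and mean disome profiles was 0.364, and single *flo11*Δ libraries gave 0.348 ± 0.0531 (SD, n = 4, range 0.294–0.407).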

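Of the 173 ORFs repressed more than 2-fold in both disomes, 170 were tested in the second batch. In the *flo11*Δ strain, 140 of them had lower estimates than in F45, 92 at an adjusted p under 0.01 and 51 by more than 2-fold, and 3 were higher at that threshold. All 23 of the tested ORFs induced in both disomes had higher estimates in *flo11*Δ, 13 at an adjusted p under 0.01 and 8 by more than 2-fold. In the *cis3*Δ strain, the estimates had the direction of the disomes for 137 of 170 and 21 of 23 ORFs, with 9 and 4 at an adjusted p under 0.01 and 2 and 2 by more than 2-fold.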

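In the *flo11*Δ strain, *FLO10* had a log2 fold change of −2.70 (SE 0.198, adjusted p = 1.31e-06 from edgeR's quasi-likelihood test) and fell from 304.2 ± 46.5 normalized CPM (SD, n = 3) to 46.8 ± 3.5 (SD, n = 4). *YLR042C* had −4.04 (SE 0.227, adjusted p = 3.39e-07). *TEC1* fell from 67.1 ± 2.43 to 30.8 ± 0.986, a log2 fold change of −1.12 (SE 0.1, adjusted p = 5.76e-06), and *MGA1* from 24.9 ± 2.32 to 12.4 ± 1.28, a log2 fold change of −1.01 (SE 0.131, adjusted p = 7.33e-05).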

As Flo11 is a downstream, cell surface effector of these pathways, this suggests that feedback mechanisms are operating, so that, in the *flo11*Δ strain, the signaling pathways regulating fluffy colony development themselves appear to be set to specify the smooth state, with downregulation of positive regulators such as *TEC1* and of mechanistic genes such as *FLO10*. These feedback mechanisms might be responding to some signal common to the disomes and the *flo11*Δ strain, perhaps even to *FLO11* expression level itself, which is strongly repressed in both disomes (Figure 5). Notably, in a subset of Flo11 molecules, the extracellular portion of the protein is shed from the cell surface into the surrounding medium, rather than remaining intact on the cell surface (Karunanithi *et al.* 2010). Msb2 and Hsk1, which (like Flo11) are cell surface glycoproteins, also shed their extracellular domains in this way and are known to have roles in MAPK signaling (Vadaie *et al.* 2008; Pitoniak *et al.* 2009).

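*CIS3* (*YJL158C*, chromosome X 122265–122948) had 789.6 ± 58.5 normalized CPM (SD, n = 4) in the *flo11*Δ strain and 768.7 ± 53.9 (SD, n = 3) in F45, a log2 fold change of 0.04 (SE 0.0856, adjusted p = 0.75 from edgeR's quasi-likelihood test). The libraries overlapped, and the two-sided exact permutation test gave p = 0.657.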

Interestingly, the expression of *CIS3* is not significantly affected by the *FLO11* deletion, indicating that high *CIS3* expression, while necessary for fluffy colony formation, can also occur in smooth strains, *i.e.*, high *CIS3* expression is not sufficient for fluffy colony formation. In the *CIS3* deletion strain, *FLO11* expression is significantly, but only weakly, reduced (to 72% of the F45 level). This suggests either that high *FLO11* expression is also necessary, but not sufficient, for fluffy colony formation, or that even a very small reduction in *FLO11* expression level in F45, such as that seen in the *cis3*Δ strain, is sufficient to cause the fluffy-smooth transition.

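*FLO11* had 13720 ± 1230 normalized CPM (SD, n = 4) in the *cis3*Δ strain and 19100 ± 1110 (SD, n = 3) in F45. The fitted level was 71.8% of F45, a log2 fold change of −0.48 (SE 0.139). Every *cis3*Δ library lay below every F45 library (two-sided exact permutation test, p = 0.0286). In edgeR's quasi-likelihood test the adjusted p was 0.0648, above the threshold. DESeq2 gave an adjusted p of 0.000333, and over the other alternatives set in advance it ranged up to 0.131. With the libraries of each strain summed, *FLO11* was not called either (adjusted p = 0.259).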

### Differential expression of ESR genes in the disomes

In our initial model (Figure 1B), the final mechanism that we proposed to mediate the effects of aneuploidy on gene expression is through nonspecific responses to aneuploidy *per se*. Previous studies have suggested that aneuploidy in yeast triggers transcriptional effects similar to the environmental stress response (ESR) (Gasch *et al.* 2000) and that this response is not specific to disomy of particular chromosomes, but instead is a generalized response to the noneuploid state (Torres *et al.* 2007). This mechanism could, potentially, explain the common differential gene expression pattern seen in our two disomes. To test this hypothesis, we examined expression of the 868 ESR genes in both of our disomic strains. After adjusting expression of genes on disomic chromosomes downward twofold, we observed a significant difference in expression between the set of genes that are downregulated in the ESR and non-ESR genes (ChrXV disome: Mann–Whitney test, two-tailed, W = 2070000, p-value < 1e−15; ChrXVI disome: Mann–Whitney, two-tailed, W = 1943400, p-value < 1e−15). 

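The list of environmental stress response genes was not used here. In its place, lists of marker genes were drawn up in advance from general knowledge of the response: 138 ribosomal protein genes and 65 ribosome biogenesis genes, which stress represses, and 30 stress-induced genes. A library's score for a list is the mean of log2(CPM + 1) over its members, after copy number adjustment. Groups were compared by two-sided exact permutation tests, with Benjamini–Hochberg adjustment over 30 comparisons. The ribosomal protein score was 8.95 ± 0.054 (SD, n = 4) in F45 and higher in both disomes, by 0.84 in the chromosome XV disome (9.79 ± 0.173) and by 0.38 in the chromosome XVI disome (9.33 ± 0.0703). The ribosome biogenesis score was 6.25 ± 0.0786 in F45 and higher by 0.29 and 0.18. In all 4 comparisons the libraries did not overlap (exact p = 0.0286, adjusted p = 0.0536). Many ribosomal protein genes are pairs of near-identical paralogs.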

We also observed a significant difference in expression between the set of genes that are upregulated in the ESR *vs.* non-ESR genes (ChrXV disome: Mann–Whitney test, two-tailed, W = 477460, p-value < 1e−15; ChrXVI disome: Mann–Whitney test, two-tailed, W = 314290, p-value < 1e−15). 

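The score of the 30 stress-induced markers was 9.84 ± 0.0836 (SD, n = 4) in F45, 9.46 ± 0.169 in the chromosome XV disome, and 8.95 ± 0.0693 in the chromosome XVI disome. The differences from F45 were −0.38 and −0.89, without overlap between libraries (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0536 over 30 comparisons by the Benjamini–Hochberg method). With the median level over the list in each library in place of the mean, the chromosome XV disome was 0.04 higher than F45 (exact p = 0.743), and the median change per gene was −0.19.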

Surprisingly, however, the direction of effect was opposite to that expected, *i.e.*, the genes downregulated in the ESR were induced in the disomes and the genes upregulated in the ESR were repressed in the disomes (Figure 7). Therefore, it appears that the ESR is induced in euploid F45, relative to the two disomes, rather than vice versa.

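Single markers showed the same division. In the chromosome XVI disome, 23 of the 30 markers were lower than in F45 at an adjusted p under 0.01 in edgeR's quasi-likelihood test and 0 were higher, whereas in the chromosome XV disome 14 were lower and 4 higher. From the shifts of both classes of stress genes, the paper proposes that the stress response is induced in euploid F45 relative to the disomes.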

**Figure 7:**
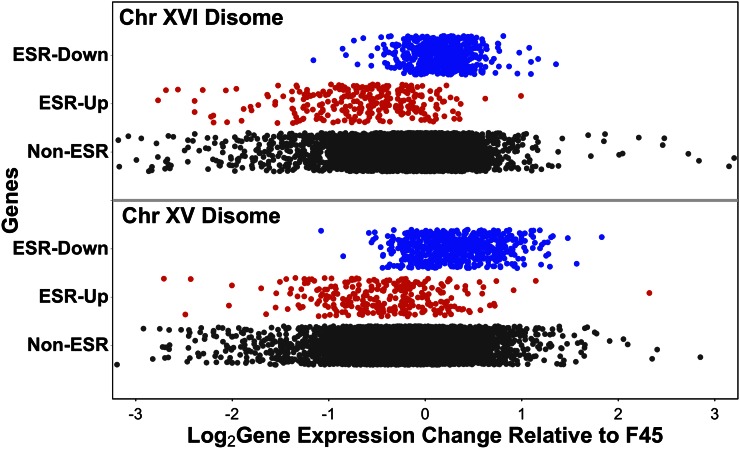
Differential expression of environmental stress response (ESR) genes in the chromosome XV and chromosome XVI disomes, relative to F45. Genes induced in ESR in red, genes repressed in blue, other genes in black. Genes on disomic chromosomes had expression ratios adjusted downward twofold. Chr, chromosome.

Interestingly, this reversal of effect has previously been observed for a subset of the ESR genes. In the study that identified induction of the ESR response in aneuploid W303 strains grown in batch culture, a second generalized response to aneuploidy was observed when the same strains were grown in phosphate-limited chemostats (Torres *et al.* 2007). Interestingly, there was substantial overlap between the ESR and chemostat-response gene lists, but with a reversal of direction of effect. 98/176 of the genes upregulated in the W303 aneuploid chemostat response were genes downregulated in the ESR, while no genes were upregulated in both responses. Similarly, 95/222 of the genes downregulated in the W303 chemostat response were genes upregulated in the ESR, while only two genes were downregulated in both responses. Therefore, it appears that genes can be consistently upregulated across multiple aneuploids in one environmental condition (batch growth) while being consistently downregulated across the same aneuploids in a different environmental condition (chemostats).

In our disomes, we observed significant repression of the 222 genes downregulated among aneuploids in the chemostat study (ChrXV disome: Mann–Whitney test, two-tailed, W = 440240, p-value = 7.2e−08; ChrXVI disome: Mann–Whitney test, two-tailed, W = 292544, p-value < 1e−15) and significant induction of the 176 genes upregulated in that study (ChrXV disome: Mann–Whitney test, two-tailed, W = 597023, p-value = 3.9e−10; ChrXVI disome: Mann–Whitney test, two-tailed, W = 516041, p-value = 0.018). Therefore, it appears that our samples, from aneuploid colonies, may share a transcriptional response to aneuploidy with chemostat-grown W303 strains, but not with the same strains grown in batch culture.

### Colony morphology and the ESR

The similar effects on ESR gene expression seen in the two disomes could reflect the shared smooth colony morphology of the disomes, compared to the fluffy morphology of F45. To test this possibility, we examined the effect of the *CIS3* deletion on expression of the ESR genes, as *cis3*Δ colonies are also smooth and appear to represent our cleanest readout of the effect of the smooth environmental state. However, in the *cis3*Δ mutant, little change in expression of the ESR genes was observed relative to F45 (Figure S3), suggesting that colony morphology is not substantially driving the effect of the disomes on ESR gene expression.

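In the *cis3*Δ strain, the stress marker score differed from F45 by −0.09 (two-sided exact permutation test, p = 0.686), the ribosomal protein score by 0.22 (exact p = 0.143), and the ribosome biogenesis score by −0.03, with overlapping libraries. With 4 libraries against 3, the smallest possible p is 0.0286 in this two-sided test.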

### Role of DIG1 in differential expression of ESR genes in the chromosome XVI disome

To further explore the mechanisms underlying the effect of our two disomes on ESR gene expression, we examined the importance of *DIG1* copy number to the effect of the chromosome XVI disome. 

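Relative to the empty plasmid control, the overexpression strain had a ribosomal protein score higher by 0.09 and a ribosome biogenesis score higher by 0.22, without overlap between the libraries (two-sided exact permutation test, p = 0.0286 for each, adjusted p = 0.0536 over 30 comparisons by the Benjamini–Hochberg method). The empty plasmid control itself lay above F45, by 0.26 for the ribosomal protein score and by 0.12 for the ribosome biogenesis score (exact p = 0.0571).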

We observed that overexpression of *DIG1* from a plasmid led to induction of the ESR-repressed genes, and to a level similar to that seen in the full chromosome XVI disome. However, the ESR-induced genes, which are repressed in the disome, show little repression after *DIG1* overexpression (Figure 8). 

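The stress marker score was 9.28 with *DIG1* overexpression and 9.37 with the empty plasmid, a difference of −0.09 (two-sided exact permutation test, p = 0.171). Relative to F45, the empty plasmid control already had a lower score, by −0.46 with the mean over the list (exact p = 0.0286) and by −0.11 with the median level (exact p = 0.371).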

Interestingly, the reciprocal pattern was seen with the hemizygous deletion of *DIG1*, where there are two copies of chromosome XVI but only one copy of *DIG1*. In this strain, relative to F45, ESR-induced genes were repressed, as in the chromosome XVI disome; however, in contrast to the full disome, ESR-repressed genes showed little induction (Figure 8). Therefore, it appears that the effect of the chromosome XVI disome on differential expression of the ESR genes can largely be split into two separate copy number mechanisms, with induction of the ESR-repressed genes caused by increasing the copy number of *DIG1*, and repression of the ESR-induced genes caused by increasing the copy number of a gene or genes found elsewhere on chromosome XVI.

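Relative to F45, the hemizygous strain had a stress marker score lower by −0.79 and a ribosome biogenesis score higher by 0.04 (two-sided exact permutation test, p = 0.486). Its ribosomal protein score was higher by 0.31, without overlap between the libraries. Compared directly with the full disome, the hemizygous strain differed by 0.10 in the stress marker score (exact p = 0.114), by −0.07 in the ribosomal protein score (exact p = 0.314), and by −0.13 in the ribosome biogenesis score (exact p = 0.0571).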

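The paper worked from its own lists of stress response genes, which were not used here. It proposes that *DIG1* copy number accounts for the induction of the stress-repressed genes in the chromosome XVI disome. Other genes on the chromosome, in this proposal, account for the repression of the stress-induced genes. The ribosomal protein list used here did not divide in this way. Relative to F45, its score was higher by 0.38 in the full disome and by 0.31 in the hemizygous strain. With *DIG1* overexpression it was higher by 0.09 than in the empty plasmid control. The ribosome biogenesis estimates went with the proposal, at 0.18, 0.04, and 0.22 in the same comparisons.

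**Figure D5:**
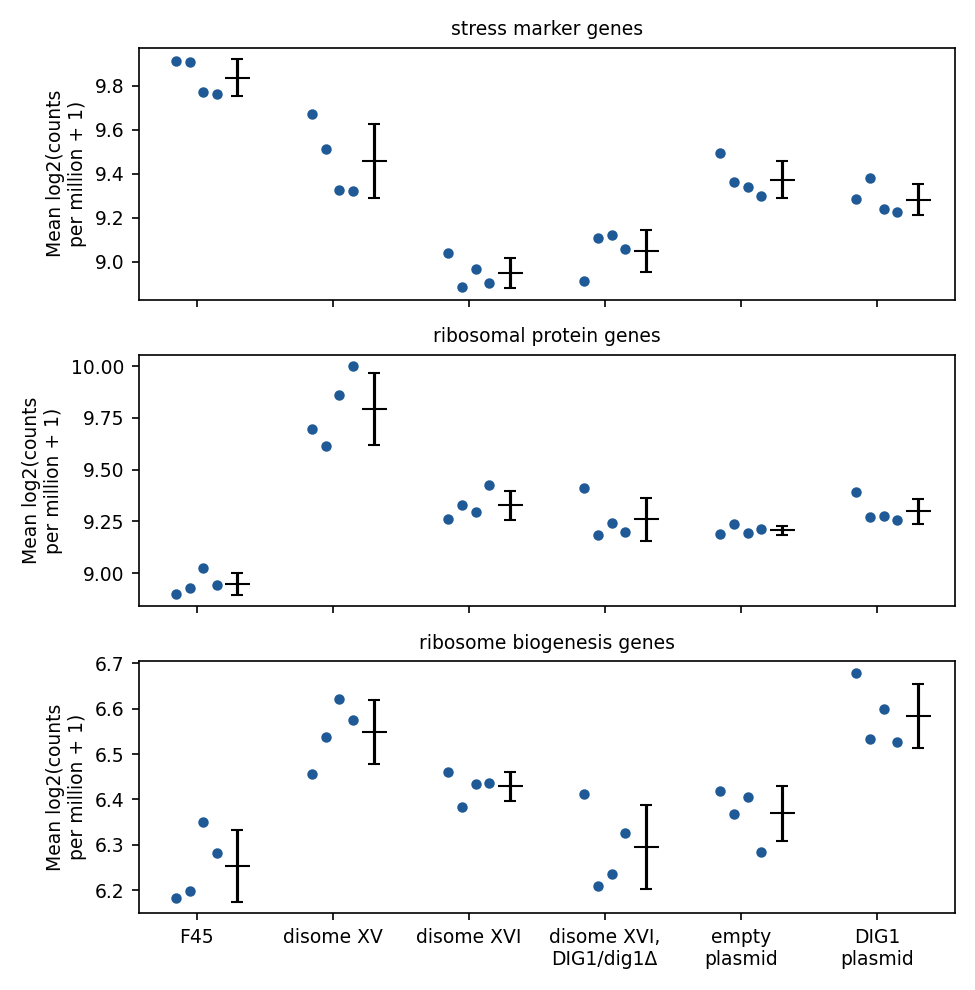
Scores of the 3 marker lists (vertical axes, mean of log2(CPM + 1) over the list) in the 6 strains of the first batch (horizontal axis). Points are libraries and bars give the mean ± SD of 4 libraries; the stress marker score is highest in F45 (mean 9.84) and lowest in the chromosome XVI disome (mean 8.95), with the 2 plasmid strains (means 9.37 and 9.28) between them.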

**Figure 8:**
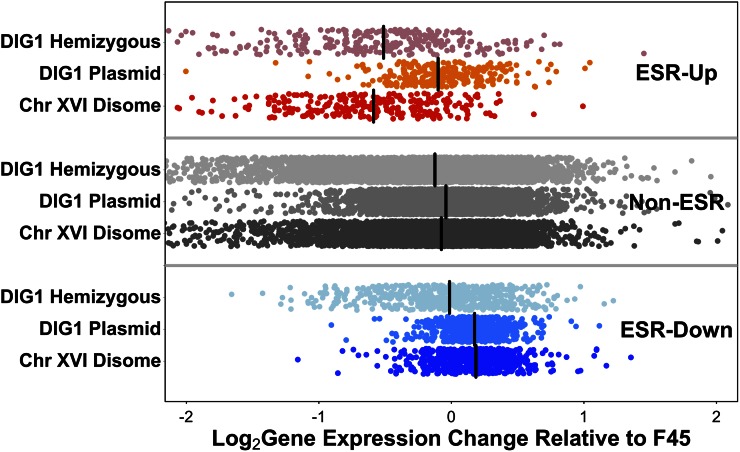
Differential expression, relative to F45, of environmental stress response (ESR) genes in the chromosome XVI disome, the disome hemizygous for *DIG1* (*DIG1/dig1*Δ), and in the *DIG1* overexpression strain. Genes induced in ESR in red, genes repressed in blue. Genes on disomic chromosomes had expression ratios adjusted downward twofold. Median values shown by black bars. Chr, chromosome.

## Discussion

Aneuploidy, such as that underlying Down syndrome or found in most tumor cells, perturbs the expression of large numbers of genes simultaneously. In this study, we used a yeast model to dissect distinct components contributing to the impact of two different aneuploidies on gene expression. Our analysis was able to isolate effects on transcription that were shared between the two aneuploidies and effects unique to each. Additionally, we identified nonlinear interactions between the copy number of a transcription factor and the copy number of the other genes on the same chromosome, an interaction affecting the expression of multiple genes.

One of the factors we expected to be unique to each disome was the direct effect of increased copy number on expression of genes from the affected chromosome. As expected, expression of genes on the disomic chromosomes was elevated relative to the rest of the genome. Previous work has indicated that, in yeast, average gene expression levels from a chromosome correlate closely with chromosome copy number, when that copy number is perturbed by aneuploidy (Hughes *et al.* 2000; Torres *et al.* 2007, 2016; Rancati *et al.* 2008; Dephoure *et al.* 2014). However, a recent study argued that widespread dosage compensation occurs in some yeast strains, so that certain genes, particularly those that might be harmful if overexpressed, show lower than expected increases in expression when their copy number increases through aneuploidy (Hose *et al.* 2015; Gasch *et al.* 2016). However, in that same study, the expression levels of a similar number of genes increased more than their copy number. An alternative explanation for these results is that when the copy number of a chromosome increases, expression of genes on that chromosome is increased proportionally; however, some genes may be additionally affected (up- or downregulated) by other effects of the aneuploidy (Torres *et al.* 2016), such as changes in the copy number of genes encoding transcriptional regulators (Rancati *et al.* 2008).

In our study, we observed median increases in gene expression levels from the disomic chromosomes, relative to F45, somewhat lower than the expected twofold. However, when expression was compared between the two disomes, median expression changes closer to twofold were observed and the SD of the log ratios was reduced. This is consistent with expression of genes on the disomic chromosomes being affected by two phenomena. First, the effect of doubling gene copy number appears to increase gene expression twofold. Second, genes on chromosomes XV and XVI, just as genes elsewhere on the genome (Figure 5), show similar changes in gene expression in both disomes and this effect is independent of chromosome copy number. When this second effect is taken into account, by comparing gene expression between the disomes, the direct effect of copy number is seen more clearly.

We also expected to find additional transcriptional effects specific to each disome, caused by perturbing the copy number of transcriptional regulatory genes present on each of the two disomic chromosomes. To explore the role of regulatory gene copy number in gene expression changes caused by aneuploidy, we varied the copy number of the *DIG1* transcriptional regulator in the context of an F45 background that was euploid or disomic for chromosome XVI (on which *DIG1* is located). A significant correlation was seen between the perturbations in the two backgrounds with magnitudes that were consistent with the relative changes in *DIG1* expression level. However, the strength of the correlation was modest, suggesting that the effect of *DIG1* copy number changes might be highly dependent on the copy number of genes on the rest of chromosome XVI or that the effects of changes in *DIG1* copy number are nonlinear. We specifically identified several genes whose expression was consistent with a nonlinear interaction between *DIG1* copy number and the copy number of chromosome XVI. This included several genes in the phosphate regulon, suggesting interactions between *DIG1* copy number and the copy number of a regulatory gene or genes elsewhere on chromosome XVI specifically involved in phosphate gene expression.

In addition to the transcriptional effects unique to each disome, we also expected to see effects in common between the disomes, and in fact the differential transcriptional profiles of our two disomes were similar. One potential source for these common transcriptional effects is the ESR, in which the expression of a large number of transcripts changes in response to various stress conditions (Gasch *et al.* 2000). A previous publication identified induction of the ESR in multiple, distinct aneuploid derivatives of the laboratory yeast strain W303 grown in liquid batch culture (Torres *et al.* 2007). Induction of this response appears to reflect the relatively slow growth rates of these strains, relative to the euploid control. Previous studies in yeast have shown that slow growth can induce the ESR (Regenberg *et al.* 2006), and analogous stress responses and impaired proliferation have also been seen in response to aneuploidy in plant and mammalian cells (Sheltzer *et al.* 2012). As such, a growth impairment leading to the induction of a stress response might be regarded as a conserved nonspecific response to aneuploidy.

In contrast to the results seen in the W303 laboratory strain background, studies using a number of aneuploid wild strains of yeast grown in batch culture failed to identify induction of the ESR (Hose *et al.* 2015). Notably, these strains also did not appear to suffer significant growth impairment associated with their aneuploidy. Similarly, when the W303 strains were grown in phosphate-limited chemostats, eliminating the growth disadvantage of the aneuploid strains, induction of the ESR was not observed (Torres *et al.* 2007). However, in a study assaying plate growth of S288c-derived aneuploid yeast strains (Pavelka *et al.* 2010), differential expression of ESR genes was also not consistently observed, including among aneuploid strains with strong growth defects. Taken together, and as argued by Pavelka *et al.* (2010), it appears that induction of the ESR is not an obligate response to aneuploidy. Instead, the induction of the ESR by aneuploidy in some studies is likely to be a consequence of specific combinations of genotype and environment.

In our study, using colonies grown on solid medium, we did observe differential expression of the ESR genes between the euploid and aneuploid strains. Surprisingly, however, the direction of effect was reversed from that expected, with genes upregulated in the ESR having lower expression in our aneuploid strains and genes downregulated in the ESR having higher expression. This effect (the reversal of the ESR) is not easily explained by improved growth of the aneuploids, as we have previously shown that the chromosome XVI disome is at a growth disadvantage in plate growth, compared to euploid F45 (Tan *et al.* 2013). This implies that, in our genetic background, aneuploidy, the colony morphology state, or a combination of both might relieve a stress condition experienced by the F45 euploid strain and possibly overwhelm any opposing impact on the ESR of the growth defect associated with the disomy. Interestingly, while growth of aneuploid W303 strains in phosphate-limited chemostats did not induce the ESR, a separate transcriptional response was seen across multiple aneuploids (Torres *et al.* 2007). Fifty percent of the genes in this response were ESR genes but, as was the case in our study, the direction of effect was reversed. Finally, our results suggest that the effect of the chromosome XVI disome on the ESR response can be split into ESR-repressed genes, which appear to respond to the effect of *DIG1* copy number, and ESR-induced genes, which appear to respond to the copy number of a gene or genes elsewhere on chromosome XVI. This observation argues against the ESR-response in our strains as a true generalized response to the euploid/aneuploid switch.

Finally, comparison of our results with those of a previous study demonstrated that the expression changes that accompany specific aneuploid states are highly dependent on genotype and environment. In turn, this has implications for the relationship between aneuploidy and cancer as it suggests that the effect of any given aneuploidy might be highly genotype- and tissue type-specific. Therefore, as a prognostic tool or for driving cancer treatment decisions, knowledge of ploidy may be relatively uninformative when viewed in isolation from those other factors.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036160/-/DC1.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

# Supplementary material for: Dissecting Gene Expression Changes Accompanying a Ploidy-Based Phenotypic Switch
**Source:** G3 (Bethesda). 2016 Nov 11;7(1):233–46. doi: 10.1534/g3.116.036160
**Supplement:** Supplementary file 4

File S1. FASTA genome sequence, extended to include non-reference contigs as pseudo-chromosomes. (.zip, 3.7 MB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036160/-/DC1/FileS1.zip>

# Supplementary material for: Dissecting Gene Expression Changes Accompanying a Ploidy-Based Phenotypic Switch
**Source:** G3 (Bethesda). 2016 Nov 11;7(1):233–46. doi: 10.1534/g3.116.036160
**Supplement:** Supplementary file 6

File S2. GFF file for genome sequence. (.zip, 1.63 MB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036160/-/DC1/FileS2.zip>

# Supplementary material for: Dissecting Gene Expression Changes Accompanying a Ploidy-Based Phenotypic Switch
**Source:** G3 (Bethesda). 2016 Nov 11;7(1):233–46. doi: 10.1534/g3.116.036160
**Supplement:** Supplementary file 8

Table S1. Genes showing >2 fold reduction in expression in each of the two disomes, relative to F45 with p-value of <0.01 in both comparisons. (.xlsx, 174 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036160/-/DC1/TableS1.xlsx>

# Supplementary material for: Dissecting Gene Expression Changes Accompanying a Ploidy-Based Phenotypic Switch
**Source:** G3 (Bethesda). 2016 Nov 11;7(1):233–46. doi: 10.1534/g3.116.036160
**Supplement:** Supplementary file 10

Table S2. Genes showing >2 fold increase in expression in each of the two disomes, relative to F45 with p-value of <0.01 in both comparisons. (.xlsx, 13 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036160/-/DC1/TableS2.xlsx>

# Supplementary material for: Dissecting Gene Expression Changes Accompanying a Ploidy-Based Phenotypic Switch
**Source:** G3 (Bethesda). 2016 Nov 11;7(1):233–46. doi: 10.1534/g3.116.036160
**Supplement:** Supplementary file 12

Table S3. Genes showing >2 fold change in expression in the *cis3*Δ strain, relative to F45 with p-value of <0.01. (.xlsx, 10 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036160/-/DC1/TableS3.xlsx>

# Supplementary material for: Dissecting Gene Expression Changes Accompanying a Ploidy-Based Phenotypic Switch
**Source:** G3 (Bethesda). 2016 Nov 11;7(1):233–46. doi: 10.1534/g3.116.036160
**Supplement:** Supplementary file 14

Table S4. Genes showing >2 fold change in expression in the FLO11 deletion strain, relative to F45 with p-value of <0.01. (.xlsx, 27 KB)

<http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.116.036160/-/DC1/TableS4.xlsx>

How the deposited data were processed for this re-analysis (not part of the article)

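RNA from colonies of yeast strains in the haploid F45 background was sequenced in 2 batches, giving 35 libraries in 9 groups, since F45 was sequenced in both batches. The first batch (24 libraries) held F45, the chromosome XV disome, the chromosome XVI disome, the hemizygous *DIG1/dig1*Δ strain, the *DIG1* overexpression strain, and the empty plasmid control strain, with 4 libraries each. The second batch (11 libraries) held F45 with 3 libraries and the *cis3*Δ and *flo11*Δ strains with 4 each. Every library came from 3–5 pooled colonies after 4 d at 30° on medium with 2% glucose.

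The authors aligned the read pairs with Bowtie2 (version 2.1.0) to the S288c reference (R64-1-1) extended with nonreference genes of F45, and assigned them to features with featureCounts (version 1.4.0), by strand and without a filter on mapping quality. The deposited values are raw counts of read pairs per feature and library: all are whole numbers, and the authors' normalization in edgeR (version 3.6.8) is not included in them. The 12131 features comprise 6575 nuclear ORFs, 35 mitochondrial genes, 24 nonreference genes, 90 spike-in controls, and noncoding transcripts annotated as CUTs, SUTs, MUTs and XUTs, besides 14 others. Of the nuclear ORFs, 5900 were matched to a locus in the reference annotation, 5868 of them with the same start and end.

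Total counts per library ranged from 6503076 to 37823857 in the first batch (median 12144564) and from 11565108 to 25104790 in the second (median 16912714). Normalized counts are in the CPM unit of edgeR, with library sizes as described below for the model. The relative counting error of a gene with 1 CPM is therefore large in the smaller libraries, and low counts are named at the genes they affect. Counting error is included in the SEs of the fitted models.

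The counts were analyzed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Each batch was fitted on its own, with 1 coefficient per group. TMM factors were computed from nuclear ORFs, outside chromosomes XV and XVI in the first batch, and library sizes were summed over the same ORFs. Features were kept if they passed edgeR's filterByExpr with the groups as factor, which left 8097 features (5923 nuclear ORFs) in the first batch and 8059 (5942) in the second. Dispersions were estimated with estimateDisp, and the models were fitted with glmQLFit with a prior count of 0.125. Groups were compared with glmQLFTest, two-sided, and p-values were adjusted over all tested features by the Benjamini–Hochberg method. A feature is called changed at an adjusted p under 0.01, and changed by more than 2-fold if its estimate exceeds 2-fold as well. The SE of a log2 fold change is the size of the change divided by the square root of its F statistic. The copy number adjustment subtracts the logarithm of the number of copies, 2 for a doubled chromosome, in the model's offset. It was left out for the medians of chromosomes XV and XVI and for the *DIG1* values said to be unadjusted. Departure from the *DIG1* regression was tested in a separate fit with TMM factors from nuclear ORFs outside chromosome XVI and with the slope of −0.54 that the paper states.

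The comparisons were each disome with F45, the disomes with each other, the hemizygous strain with the full chromosome XVI disome and with F45, *DIG1* overexpression with the empty plasmid control, the empty plasmid control with F45, and each deletion with F45 of its batch. Medians and correlations across genes used nuclear ORFs with a median of at least 1 CPM in F45 of the first batch, and left out genes with a variance of 3 or more among the log2 values of any genotype used, after 2 counts were added. Their spread was taken from profiles built with single libraries. Scores of marker lists are means of log2(CPM + 1) and were compared by two-sided exact permutation tests, adjusted over 30 comparisons. The lists hold 30 stress-induced genes chosen from general knowledge, 138 ribosomal protein genes, and 65 ribosome biogenesis genes. Exact permutation tests on normalized counts accompany the targeted genes.

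Genes named in the text follow a rule fixed in advance. They are every gene the paper names in its results for these libraries and, for each comparison, the 3 nuclear ORFs with the largest increase and the 3 with the largest decrease among those past the threshold whose libraries do not overlap between the groups, and likewise for noncoding and nonreference features. *OPT2* and *YPL136W* were named after their values had been seen.

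The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0 with size factors from the same ORFs, TMM over all features, TMM factors applied to total counts, centring on the median gene, no filter, a filter at a mean of 1 CPM, adjustment of p-values over ORFs alone, a fit to only the groups compared, a prior count of 2, a minimum of 10 CPM or a mean of at least 1 CPM for the genes compared, genes of high variance kept, no copy number adjustment, glmTreat against 1.5-fold, the regression slope estimated here, separate F45 libraries for each profile, the empty plasmid control in place of F45, the median over a list, list members without a paralog pair, and each library left out in turn. In DESeq2, a feature without a p-value was given an adjusted p of 1. The number of replicates in the labels could not be matched to the columns of the count tables, so the replicate block fixed in advance was replaced by one on the tags in the column names. That alternative, counts per chromosome copy in the library totals, the libraries of each *cis3*Δ and *flo11*Δ strain summed, and the empty plasmid control for list scores and for genes changed in both disomes were chosen after the data had been seen. The method was tested on simulated data with 200 altered genes. Of these, 198 were recovered in the comparison of the chromosome XV disome with F45, 196 in that of the *DIG1* plasmid, and 158 in that of *cis3*Δ. False calls numbered 2, 2, and 3. The simulated libraries varied independently around the dispersion trend of the data, without differences between strains of a deletion, so real recovery may be lower.

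Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The environmental stress response list, the list of genes with Ste12 and Tec1 motifs, and the W303 profiles and lists were not used here, so tests on them were not repeated. Gene Ontology enrichments were not recomputed. The spike-in features were not used for scaling.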

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

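The tests of library size for the empty plasmid control and of the weight of a few genes in the list scores were chosen only after those results had been seen; the other tests in this part were written down before the values they measure were computed.

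In 28 of the 441 groups of 4 libraries examined, 1 library lay far from the other 3, where chance alone gives about 22.1. Among named genes it was 15 of 289 groups (14.5 by chance), among list scores 1 of 24 (1.2 by chance), and among chromosome medians 12 of 128 (6.4 by chance). For *FLO11*, 1 library of the chromosome XV disome held 421 normalized CPM (others 564–584) and 1 library of the chromosome XVI disome held 541 (others 177–236). *FLO10* stood at 16.6 in 1 library with the *DIG1* plasmid (others 20.9–21.7) and at 52 in 1 library of *flo11*Δ (others 44.6–45.8). Single libraries of the chromosome XVI disome stood apart at 30.9 for *MGA1* (others 19–20.2), 2.54 for MUT196.1 (others 0.868–1.03), and 1.45 for *YNL150W* (others 0.896–0.927). In the hemizygous strain, 1 library held 1.56 for *SPS2* (others 0.889–0.927) and 0.13 for *YNL150W* (others 0.506–0.562). F45 had single libraries at 943 for *PHO5* (others 873–884) and 7.02 for MUT1143.1 (others 5.88–6.01). With the *DIG1* plasmid they were 1083 for *PHO84* (others 882–915), 9.24 for *VEL1* (others 7.44–7.63), and 9.39 for the ribosomal protein score (others 9.26–9.28). The noncoding transcript SUT2264.1 stood at 0.0592 in 1 library of the chromosome XV disome and at 0 in the others, and ST1682, antisense to *FLO11*, at 0.381 in 1 library of *flo11*Δ (others 0.0628–0.0865).

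Chromosome medians that stood apart did so by small amounts. They were 1.01 for chromosome X in F45 (others 0.997), 0.996 for chromosome IV and 0.99 for chromosome XII in *cis3*Δ, 0.991 for chromosome X and 0.992 for chromosome XIII in the chromosome XV disome, and 1.04 for both chromosomes X and XI and 0.991 for chromosome XII in the chromosome XVI disome. In the empty plasmid control they were 0.983 for chromosome II, 0.987 for chromosome IX, and 1.01 for chromosome VII, and in *flo11*Δ 1.05 for chromosome I. A library unlike the others of its group was tested as the explanation of all these values by counting them per library. No library held more than 3 of the 28, the number found in 1 library each of the chromosome XV and XVI disomes. This screen sets 1 library against the other 3, so it misses a division into pairs. By the pairwise chi-square of counts per degree of freedom, the libraries of the chromosome XV disome divided in this way. The values were 6.21 and 11.26 within the pairs and 25.0–55.09 between them. The named genes and list scores stand apart about as often as chance gives. For the chromosome medians, which exceed it, no biological explanation was tested.

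The disomes differed from each other in 2 list scores. The stress marker score was higher by 0.508 in the chromosome XV disome than in the chromosome XVI disome, and the ribosomal protein score was higher by 0.465. In both cases all 4 libraries of the first lay above all 4 of the second (two-sided exact permutation test, p = 0.0286). The Benjamini–Hochberg adjustment over the 6 differences tested gave an adjusted p of 0.0858. An exact p of 0.0286 is the smallest that 4 against 4 libraries allow. With 2 such values among 6 the adjusted p could not be lower, so the adjustment decides nothing here. The ribosome biogenesis score differed by 0.119 (exact p = 0.0571, adjusted p = 0.114). If a few genes with large changes carried the stress marker difference, the median level over the list in each library would shrink it, but with this median it was 0.644. All colonies were harvested after 4 d, so the disomes did not differ in the age of their colonies. Other technical explanations, such as a difference in the size of the colonies harvested, were not tested, and neither was a biological one.

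The empty plasmid control was not compared with F45 in the paper, and 2831 ORFs differed between them at an adjusted p under 0.01 (1438 higher and 1393 lower), 134 of them by more than 2-fold. The median library of this control had 22828025 counts, against 12579556 in F45. After every library had been thinned to the 6434875 ORF counts of the smallest, 2448 ORFs were called, and 2382 of the original calls were among them, which is 84.14%. Library size thus does not account for most of the calls. In a fit to these 8 libraries alone, 2999 ORFs were called, and of the 8 splits that part as many libraries of equal tag, 1 gave as many calls, the real one. The others gave 0, but 8 splits are too few to give a share under 0.05. Over all 35 splits, taken without regard to the tags, 1 gave as many calls, again the real one, and the others gave 0. The profile resembled those of the disomes, with correlations across genes of 0.556 and 0.551 for the chromosome XV and XVI disomes and 0.675 for the hemizygous strain. Sharing the F45 libraries explains little of this: for the mean of the disomes the correlation was 0.600 with common and 0.574 with separate F45 libraries (range 0.5625–0.5936 over the 6 ways). The plasmid and its selection could be the cause, and so could levels peculiar to the F45 libraries, since every one of these profiles has F45 as the control. The design has no second set of F45 libraries in the batch, so these explanations cannot be told apart.

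Noncoding and nonreference features, which the paper reports on only in part, also changed. At an adjusted p under 0.01 there were 764 changed features other than nuclear ORFs in the chromosome XV disome, 661 in the chromosome XVI disome, 340 with the *DIG1* plasmid, 367 with the empty plasmid relative to F45, 249 in *flo11*Δ (240 noncoding, 8 nonreference, and 1 mitochondrial), and 1 in *cis3*Δ, where 320 noncoding and 8 nonreference features had an unadjusted p under 0.05. In the second batch, 1 of the 3 F45 libraries was unlike the others in these classes. Mitochondrial genes held 0.0083% of its counts, against 0.0002% and 0.0001%, and SUTs 0.2376%, against 0.1525% and 0.1543%. With each library left out in turn, the *flo11*Δ count stayed between 173 and 278. The mitochondrial feature was not examined without that F45 library. Reads of overlapping genes were tested as an explanation in the chromosome XV disome. Leaving out 7 features of other classes, 4 of the 757 changed features (0.528%) overlap an ORF on the same strand, against 12 of the 1406 unchanged (0.853%). Overlap with annotated ORFs on the same strand thus explains few of these changes. So few features overlap an ORF that the test had little room for another result. Reads that extend past the ends of a neighboring ORF were not tested. The largest increases in both disomes were those of MUT86.1, with log2 fold changes of 4.84 and 4.27 (SEs 0.486 and 0.515), and MUT84.3, with 3.81 and 3.51 (SEs 0.326 and 0.33), which lie next to each other on chromosome II. In the chromosome XV disome MUT392.1 had no counts, against 3.32 ± 0.166 CPM in F45 (SD, n = 4). *PWR1*, near *FLO11* on chromosome IX, had −5.58 in the chromosome XVI disome (SE 0.183) and 2.63 in the hemizygous strain relative to it (SE 0.277). MUT1143.1, beside *PHO84*, had −5.25 in the chromosome XV disome (SE 0.309), 2.54 in the hemizygous strain relative to the full disome (SE 0.297), and −5.78 with *DIG1* overexpression (SE 0.273). The single feature in *cis3*Δ was 2F-170, beside *TEC1*, with −1.10 (SE 0.178, adjusted p = 0.00951), and it had −3.43 in *flo11*Δ (SE 0.213). Whether these transcripts act on their neighbors was not tested.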

How the results depend on the processing

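The replicate block by column tag, the library totals per chromosome copy, the sum of the libraries of each deletion strain, and the empty plasmid control for list scores and for genes changed in both disomes were tests chosen only after the results had been seen; the other alternatives were fixed before the data were examined. The replicate block on the numbers in the labels was not run, since they could not be matched to the columns. Apart from the effect of total counts, the cause was not tested where a result changed.

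Of the values that answer a comparison, 597 kept their direction and threshold or moved by less than the spread between replicates under an alternative, 30 moved further, 7 weakened, 1 strengthened, and 6 reversed. With 1 library left out at a time the numbers were 1473 unchanged, 33 moved, and 5 reversed. For single named genes, 2216 values stayed on their side of the threshold, 38 weakened, 13 strengthened, and 4 reversed. With 1 library left out, 4610 stayed, 117 weakened, 15 strengthened, and 8 reversed.

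The *cis3*Δ strain was the most sensitive comparison. Its 25 changed ORFs became 133 with the likelihood ratio test, 297 with DESeq2, and 4 in a fit to only the groups compared, and the 5 ORFs over 2-fold became 15, 8, and 1. The single changed feature other than a nuclear ORF became 17 and 20 with the first 2 tests and 0 with a filter at a mean of 1 CPM, with only the groups compared, and with the block (in the main analysis 320 noncoding and 8 nonreference features had an unadjusted p under 0.05). With 1 library left out, the ORF counts ranged from 9 to 157 and from 3 to 9, and the feature count from 0 to 16. In simulated data of this design, 29 of 70 genes altered by 0.5 on the log2 scale were recovered, so small changes in this strain can go undetected. With the libraries of each strain summed, which leaves 2 replicates per deletion, *CIS3* itself was the 1 changed ORF in *cis3*Δ, 1 over 2-fold, and no other feature changed (0). The others named lost the threshold, with adjusted p from 0.0621 (*YLR042C*) to 0.183 (2F-170). In *flo11*Δ, the ORFs over 2-fold then numbered 61 induced and 90 repressed in place of 68 and 106, the changed features other than nuclear ORFs fell to 108 from 249, and ST1682 (adjusted p = 0.0646) and SUT2071.1 (adjusted p = 0.0184) lost the threshold.

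Scaling and the choice of genes moved the chromosome medians. TMM factors applied to total counts gave 1.79 for chromosome XV and 1.86 for chromosome XVI against F45, and totals per chromosome copy gave 1.91 for chromosome XV. Centring on the median gene gave 1.94 for chromosome XVI against F45, 2.025 for chromosome XV between the disomes, and 1.905 for chromosome XVI between the disomes. A minimum of 10 CPM gave 1.912 for chromosome XV against F45 and SDs between the disomes of 0.499 and 0.469. With 1 library left out, the medians ranged from 1.874 to 1.909 (chromosome XV), 1.955 to 1.995 (chromosome XVI), and 1.94 to 1.975 (chromosome XVI between the disomes). The regression intercept, −0.0228, was −0.00899 with DESeq2, −0.0123 with TMM over all features, 0.00596 with centring, and −0.0119 with the minimum of 10 CPM. Its slope and the correlations with *DIG1* overexpression moved by less than the spread between replicates.

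Among the list scores, TMM over all features weakened the ribosomal protein difference between the chromosome XVI disome and the empty plasmid control to 0.0849 and the ribosome biogenesis difference between the chromosome XV disome and that control to 0.137. Total counts gave 0.0493 and 0.105 for these, 0.0943 for ribosome biogenesis in the chromosome XVI disome relative to F45, and reversed signs of −0.0406 in the hemizygous strain relative to F45 and −0.00897 in the chromosome XVI disome relative to the empty plasmid control. With the median level over the list in each library in place of the mean, the stress marker score reversed to 0.0401 in the chromosome XV disome (exact p = 0.743, against a mean score of −0.38 with exact p = 0.0286), to −0.0555 in the hemizygous strain relative to the full disome, and to −0.0801 in *flo11*Δ, and weakened to −0.1105 in the empty plasmid control. The ribosome biogenesis score reversed to 0.0359 in *cis3*Δ and weakened to 0.134 in the chromosome XV disome relative to the empty plasmid control. Members without a paralog pair gave 0.35 for ribosomal proteins in *flo11*Δ, with an exact p of 0.0286. With 1 library left out, the stress marker score ranged from −0.16 to 0.0104 in *cis3*Δ and from −0.0375 to 0.0517 in *flo11*Δ, and the ribosome biogenesis score in *cis3*Δ from −0.11 to 0.03, with reversed values of 0.00136, 0.00567, and 0.0343. Apart from the stress marker score of the chromosome XV disome, no reversed score had an exact p under 0.05 in either form. The median change per gene in that disome was −0.191, with 14 markers lower and 4 higher at an adjusted p under 0.01.

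With the empty plasmid control in place of F45, the correlation of the disome profiles fell to 0.327 and the ORFs repressed in both disomes to 115. Over the fits with 1 library left out, 1 to 6 ORFs lay more than 2-fold above the *DIG1* regression, and the mean absolute log2 fold change ranged from 0.15 to 0.19 in *cis3*Δ and from 0.31 to 0.33 in *flo11*Δ.

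Reversals among named genes concerned values near 0. After copy number adjustment, the log2 fold change of *DIG1* in the chromosome XVI disome, 0.00322, became −0.00244 with TMM over all features, −0.0784 with total counts, −0.02001 with centring, and −0.00644 with only the groups compared. With 1 library left out it ranged from −0.0434 to 0.0458, with negative values of −0.00804, −0.0186, and −0.034 as well. Likewise *ZRT1* with *DIG1* overexpression ranged from −0.182 to 0.01175, 59A_0034g in the hemizygous strain relative to the full disome from −0.175 to 0.041, and *CIS3* in *flo11*Δ from −0.0133 to 0.0933, with a negative value of −0.0108 as well. With DESeq2, *SPS2*, *OSW1*, *YDR250C*, *YLR338W*, MUT196.1, ST0140, and SUT1721.1 in the hemizygous strain relative to the full disome and ST1682 in *flo11*Δ had an adjusted p of 1, the value assigned where none was given, and these count among the weakened. The change of *SPG1* with *DIG1* overexpression lost the threshold with total counts (adjusted p = 0.0111), totals per chromosome copy (0.0109), no filter (0.0126), and only the groups compared (0.0122).

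Libraries with equal tags in the column names were slightly more alike than others within a batch (mean correlation of deviations 0.0781 against −0.0262 in the first and 0.0676 against −0.0242 in the second). With a replicate block on these tags, the *cis3*Δ strain had 17 changed ORFs in place of 25, the ORFs repressed and induced in both disomes numbered 172 and 25 in place of 173 and 24, and 22 ORFs differed by more than 2-fold between the hemizygous strain and the full disome in place of 19. The block also called *PAU3* (adjusted p = 0.00586) and *PUN1* (adjusted p = 0.00275) lower in the hemizygous strain, where the fit without it gave 0.011 and 0.0148. It no longer called *YNL018C* off the *DIG1* regression (adjusted p = 0.012, against 0.00838), *SPG1* with *DIG1* overexpression (0.012, against 0.00927), MUT196.1 and ST0140 in the hemizygous strain relative to the full disome (0.0135 and 0.0106, against 0.00951 and 0.00855), or 2F-170 in *cis3*Δ (0.0171, against 0.00951).

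Depth limits the low-count genes. *PAU3*, *SPS2*, *OSW1*, *YDR250C*, and *YLR338W* had means under 3 CPM in the chromosome XVI disome and the hemizygous strain, and their results rest on few reads per library.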

Differences from the paper's values

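No test in this part was chosen only after a result had been seen, apart from the alternatives with library totals per chromosome copy and with the libraries of each deletion strain summed.

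In the *cis3*Δ strain, 25 ORFs changed relative to F45 at an adjusted p under 0.01, against the paper's 117. Of the alternatives set before the data were examined, the likelihood ratio test (133 ORFs) came within 1.5 times the paper's number. DESeq2 (297), TMM over all features (23), TMM factors applied to total counts (25), centring on the median gene (22), no filter (25), a filter at a mean of 1 CPM (22), adjustment over ORFs alone (31), and a fit to only the groups compared (4) did not. Changes of more than 2-fold were found in 5 ORFs, against the paper's 10. The likelihood ratio test (15, above the paper's number) and DESeq2 (8, below it) came within 1.5 times that number. TMM over all features, total counts, centring, no filter, and the filter at a mean of 1 CPM (5 each), adjustment over ORFs alone (6), and a fit to only the groups compared (1) did not. With the libraries of each strain summed, 1 ORF changed, also over 2-fold.

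Above the *DIG1* regression by more than 2-fold lay 5 ORFs, against the paper's 3. Of the alternatives set before the data were examined, TMM factors applied to total counts, no filter, and a filter at a mean of 1 CPM gave 4. These came within 1.5 times the paper's number, as did library totals per chromosome copy (4), which were chosen after seeing the values. The likelihood ratio test, DESeq2, adjustment over ORFs alone, the slope estimated here, and TMM factors from outside chromosomes XV and XVI (5 each), and TMM over all features, centring, and a fit to only the groups compared (6 each) did not.

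The paper states that repressed genes outnumber induced genes in each disome. In the chromosome XVI disome, 1480 ORFs were repressed and 1583 induced. TMM factors applied to total counts (1837 repressed and 1135 induced), centring (1587 and 1447), a fit to only the groups compared (1563 and 1525), and TMM over all features (1517 and 1515) reversed this. The likelihood ratio test (1530 and 1623), DESeq2 (1502 and 1613), no filter (1465 and 1533), a filter at a mean of 1 CPM (1475 and 1587), and adjustment over ORFs alone (1510 and 1601) did not. The setting with total counts also gave, for the chromosome XV disome, 2159 repressed and 1291 induced ORFs, medians of 1.79 and 1.86 for the doubled chromosomes, and a 1.89-fold increase of *DIG1*, close to the values the paper reports.

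The paper describes *FLO11* expression in *cis3*Δ as significantly reduced. Its adjusted p was 0.0648 with a level of 71.8% of F45. DESeq2 called it (adjusted p = 0.000333), and no other alternative did. Over the 9 alternatives set before the data were examined, the adjusted p ranged from 0.000333 to 0.131.

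The paper places *PAU3*, *YFL051C*, and *YNL150W* among the genes induced in the chromosome XVI disome and reduced in the hemizygous strain. *PAU3* had an adjusted p of 0.011 in the hemizygous strain. The likelihood ratio test (0.00217) and adjustment over ORFs alone (0.00868) called it. Over the 7 alternatives set before the data were examined that kept it, the adjusted p ranged from 0.00217 to 1. *YFL051C* and *YNL150W* were below the filter. Without a filter, *YNL150W* was called in both comparisons, with log2 fold changes of 1.15 (adjusted p = 0.00517) and −1.26 (adjusted p = 0.00937), and a fit to only the groups compared called its increase, 1.14 (adjusted p = 0.00638). Without a filter, *YFL051C* had 1.19 (adjusted p = 0.0139) and −1.43 (adjusted p = 0.0142).

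The paper describes the genes that rise in the hemizygous strain as not fully restored to the level of F45. *SPS2*, *OSW1*, and *YDR250C* could not be distinguished from F45, with log2 fold changes of −0.34, 0.49, and −0.11.

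Among the genes the paper describes as repressed by both *DIG1* perturbations, the changes of *PHO84*, *PHO89*, *ZPS1*, *VEL1*, *DAN1*, *ZRT1*, *ANB1*, and *YNL018C* with overexpression did not pass the threshold. A fit to only the groups compared called *PHO89* (−0.30, adjusted p = 0.00408) and *ZPS1* (−0.51, adjusted p = 0.000501), and the likelihood ratio test called *YNL018C* (−0.60, adjusted p = 0.00862). Likewise, the changes of *YLR194C*, *PUN1*, *YBR056W-A*, *YNL018C*, *YOL159C*, and 59A_0034g in the hemizygous strain did not pass it, and that of 59A_0034g was −0.09. The likelihood ratio test called *YLR194C* (adjusted p = 0.00632) and *PUN1* (adjusted p = 0.0081), as did a fit to only the groups compared (adjusted p = 0.00713 and 0.000983). The paper's group below the regression includes *ANB1*, which lay at −0.99, just short of 2-fold. With TMM factors applied to total counts it passed. ORFs found here that the paper does not name in these groups are *YPL136W*, *YLR338W*, and *YML122C* below the regression and *YDR250C* and *OPT2* above it. The paper also counts dubious ORFs below the regression without naming them. It elsewhere describes *YLR338W* and *YML122C* as dubious, so ORFs listed here may be among those it counted.

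The paper's list of genes repressed in both disomes has 36 genes not called here, among them *THI7*, with log2 fold changes of −1.00 and −0.97. With TMM factors applied to total counts, *THI7* passed 2-fold in both disomes (−1.08 and −1.05), and 201 ORFs were called in all. The nonreference gene 59A_0034g changed by less than 2-fold in the chromosome XVI disome (−0.92), where the paper describes strong repression in both disomes.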

Other observations

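The alternatives with library totals per chromosome copy, with the empty plasmid control of list scores, and with that control for genes changed in both disomes were added after the data had been seen, as were the exchange of the controls between the disome profiles and the shifts computed from the counts on chromosomes XV and XVI; the other tests were written down before the values they measure were computed.

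The disome profiles resemble each other (correlation across genes 0.701), and 2 technical explanations were tested. If the F45 libraries they share were the cause, separate F45 libraries would lower the correlation by more than 50%, but it was 0.682. The other explanation is levels peculiar to the F45 libraries, for which the test set in advance was a fall by more than 50% with the empty plasmid control in the profile of the chromosome XVI disome. The correlation was then 0.327, so this explanation remains. With that control in the profile of the chromosome XV disome instead, examined only afterwards, it was 0.375, a fall by less than 50%. Part of the similarity may therefore come from levels peculiar to F45, although an effect of the plasmid on the second control could lower the correlation as well. The correlation that remains when the profiles have no control in common does not come from F45 alone. Of the 173 ORFs repressed more than 2-fold in both disomes, 145 had lower estimates in the empty plasmid control than in F45, 99 at an adjusted p under 0.01 and 48 by more than 2-fold, and 9 were higher at that threshold. Of the 24 induced ORFs, 19 were higher in the empty plasmid control, 11 at that threshold and 4 by more than 2-fold. Both sets were chosen against the same F45 libraries, which by itself favors the same direction in this control. The number expected from that choice alone was not computed. With the empty plasmid control in place of F45, 115 ORFs were repressed and 21 induced in both disomes, and 70 were repressed against both controls.

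A lower stress marker score in the disomes could also come from F45. The chromosome XV disome was not lower than the empty plasmid control (difference 0.0842, two-sided exact permutation test, p = 0.429), as levels peculiar to F45 would give. The chromosome XVI disome was lower than that control by −0.42 in all 4 libraries (exact p = 0.0286, adjusted p = 0.0536 over 30 comparisons). For the chromosome XV disome, the lower stress marker score may therefore be a property of F45 relative to every other strain in the batch. Whether it comes from the karyotype cannot be told from these libraries. The ribosomal protein score of this disome lay above the empty plasmid control by 0.585 without overlap (exact p = 0.0286). This argues against levels peculiar to F45 as the only source of that higher score. Its ribosome biogenesis score was higher by 0.179 (exact p = 0.0286), but by 0.105 with total counts (exact p = 0.0857). For the chromosome XVI disome these differences were 0.119 (exact p = 0.0286) and 0.0596 (exact p = 0.143).

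The TMM factor applied to total counts gave lower values in the disomes than library sizes over the ORFs of chromosomes I–XIV. Chromosomes XV and XVI held 13.97% of the counts in F45, 19.08% in the chromosome XV disome, 18.7% in the chromosome XVI disome, and 18.78% in the hemizygous strain. A candidate explanation is that the counts of the doubled chromosome enter the library total. With each count divided by the copies of its chromosome before the total was taken, the chromosome XV median was 1.91, against 1.79 with plain totals and 1.89 with ORFs outside both chromosomes. The result lay above the last value by more than 1 replicate SD, so by the rule set for it this test does not decide. The counts on both chromosomes do account for the lower values. Taking them out of the library total gives log2 shifts, by arithmetic alone, of −0.0883 for the chromosome XV disome, −0.0816 for the chromosome XVI disome, −0.083 for the hemizygous strain, and −0.0114 for the empty plasmid control, against observed median shifts of −0.0865, −0.0817, −0.084, and −0.012 with total counts.

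For each comparison, the libraries of the groups were also split in other ways. Where libraries with equal tags exist, only splits that part as many such pairs as the real one were counted, and this leaves 8. In fits to only the libraries compared, 1 of the 8 splits, the real one, gave as many changed ORFs for the chromosome XV disome (3059), the chromosome XVI disome (3088), *DIG1* overexpression (1879), and *cis3*Δ (4), and as many ORFs over 2-fold for the hemizygous strain relative to the full disome (16) and for *flo11*Δ (175). The other splits gave 0 in each case, but 8 splits cannot give a share under 0.05. Over all 35 splits, 1 gave as many in each comparison. For ORFs repressed in both disomes, 1 of 100 splits gave as many as the real one (at most 39 in the others). For those induced in both disomes it was 3 of 100 splits (25 in the real one, up to 93 in the others), and for ORFs off the *DIG1* regression 4 of 100 (26, up to 88). These counts are below 5 in 100.

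The scores of the marker lists in *flo11*Δ differed from F45 by 0.02 for stress markers (two-sided exact permutation test, p = 0.714), 0.21 for ribosomal proteins (exact p = 0.0571), and −0.11 for ribosome biogenesis (exact p = 0.114).

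In the empty plasmid control, genes of the phosphate and zinc groups differed from F45. *PHO84* stood at 1026 ± 55.9 normalized CPM against 2832 ± 87 in F45 (SD, n = 4), and *ZPS1* at 1923 ± 274 against 370.0 ± 81.2.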
